# A Network of microRNAs Acts to Promote Cell Cycle Exit and Differentiation of Human Pancreatic Endocrine Cells

**DOI:** 10.1016/j.isci.2019.10.063

**Published:** 2019-11-01

**Authors:** Wen Jin, Francesca Mulas, Bjoern Gaertner, Yinghui Sui, Jinzhao Wang, Ileana Matta, Chun Zeng, Nicholas Vinckier, Allen Wang, Kim-Vy Nguyen-Ngoc, Joshua Chiou, Klaus H. Kaestner, Kelly A. Frazer, Andrea C. Carrano, Hung-Ping Shih, Maike Sander

**Keywords:** Molecular Mechanism of Gene Regulation, Molecular Network, Endocrinology, Stem Cells Research

## Abstract

Pancreatic endocrine cell differentiation is orchestrated by the action of transcription factors that operate in a gene regulatory network to activate endocrine lineage genes and repress lineage-inappropriate genes. MicroRNAs (miRNAs) are important modulators of gene expression, yet their role in endocrine cell differentiation has not been systematically explored. Here we characterize miRNA-regulatory networks active in human endocrine cell differentiation by combining small RNA sequencing, miRNA over-expression, and network modeling approaches. Our analysis identified Let-7g, Let-7a, miR-200a, miR-127, and miR-375 as endocrine-enriched miRNAs that drive endocrine cell differentiation-associated gene expression changes. These miRNAs are predicted to target different transcription factors, which converge on genes involved in cell cycle regulation. When expressed in human embryonic stem cell-derived pancreatic progenitors, these miRNAs induce cell cycle exit and promote endocrine cell differentiation. Our study delineates the role of miRNAs in human endocrine cell differentiation and identifies miRNAs that could facilitate endocrine cell reprogramming.

## Highlights

• Genome-wide identification of miRNAs regulated in human endocrine cell development
• Endocrine-enriched miRNAs promote cell cycle exit and endocrine cell formation
• Network modeling predicts miRNA-regulated TFs and downstream cell cycle regulators

## Introduction

The potential to generate pancreatic beta cells from human pluripotent stem cells (hPSCs) or via cell reprogramming from other cell sources holds promise for modeling causes of diabetes and cell replacement therapies (Benthuysen et al., 2016). Knowledge of the molecular underpinnings of pancreas and beta cell development has enabled some success in developing beta cell reprogramming and directed differentiation strategies. In particular, the identification of transcription factors (TFs) governing cell fate decisions has been instrumental for cell reprogramming approaches (Benthuysen et al., 2016). Although TFs play a major role in orchestrating gene expression changes during developmental transitions, recent evidence also shows significant roles for other regulators such as small RNAs.

MicroRNAs (miRNAs) are a group of small non-coding RNAs (∼22 nucleotides) with known roles in the regulation of gene expression in development, mature cell function, and disease (Vidigal and Ventura, 2015). Studies in mice and zebrafish have demonstrated important roles for miRNAs in pancreatic endocrine cell development and beta cell function (Kaspi et al., 2014). Pancreatic progenitor cell-specific deletion of *Dicer1,* an enzyme that is universally required for the functional maturation of miRNAs, results in reduced endocrine cell numbers (Lynn et al., 2007), whereas *Dicer1* disruption in beta cells impairs insulin biogenesis (Melkman-Zehavi et al., 2011). At the level of individual miRNAs, miR-375 (Kloosterman et al., 2007, Poy et al., 2009) and miR-7 (Kredo-Russo et al., 2012, Latreille et al., 2014) have been identified as regulators of beta cell differentiation and function.

Generally, miRNAs are thought to repress target mRNAs and act by destabilizing mRNAs through base pairing between the miRNA seed sequence (nucleotides at position 2–8) and a complementary sequence in the target mRNA (Guo et al., 2010, Lim et al., 2005). However, recent evidence suggests that miRNAs can also activate gene expression (Jopling et al., 2008, Valinezhad Orang et al., 2014, Vasudevan et al., 2007). The effects of individual miRNAs on gene expression are generally small, which has led to the concept that miRNAs fine-tune gene expression rather than acting as genetic switches (Vidigal and Ventura, 2015). Consistent with this idea, miRNAs have been shown to promote cell differentiation and to facilitate cell reprogramming when force expressed in conjunction with lineage-determining TFs (Chen et al., 2004, Chen et al., 2006, Dey et al., 2012, Lim et al., 2005, Nam et al., 2013, Yoo et al., 2011). Mechanistically, each miRNA has the ability to repress hundreds of mRNA targets, and multiple miRNAs often converge on a single pathway to promote a common developmental outcome (Lim et al., 2005, Vidigal and Ventura, 2015). Therefore, a comprehensive understanding of context-specific contributions of miRNAs to gene regulation requires a systems-level approach where all miRNAs and their targets are considered.

In this study we used genome-wide small RNA sequencing to identify candidate miRNAs with possible roles in human endocrine cell differentiation. By comparing miRNA profiles of hPSC-derived pancreatic progenitors and human cadaveric beta and alpha cells genome-wide, we identified miRNAs that are induced during endocrine cell differentiation. Through gain-of-function experiments during hPSC differentiation, we show that islet cell-enriched miRNAs act to promote cell cycle exit and hence islet cell differentiation. Integrating RNA-seq, CLIP-seq, and chromatin state data, we applied a network modeling approach to identify candidate miRNA-regulated TFs that explain the impact of islet cell-enriched miRNAs on cell cycle regulation during endocrine cell differentiation. Our findings provide a systems-level view of how miRNAs regulate human endocrine cell differentiation, which has implications for programming islet endocrine cells from hPSCs or other cell sources.

## Results

### Identification of miRNAs Up-Regulated during Endocrine Cell Differentiation

To identify miRNAs that are regulated during pancreatic beta cell differentiation, we conducted genome-wide small RNA sequencing in pancreatic progenitor cells derived from CyT49 human embryonic stem cells (hESCs) (Figure S1) and primary beta cells isolated from cadaveric human islets by fluorescence-activated cell sorting (Kameswaran et al., 2014) (Figure 1A). Although both up- and down-regulated miRNAs could have roles in beta cell differentiation, we here focused on miRNAs that increase in expression during endocrine cell differentiation. By comparing expression levels of individual miRNAs in beta cells and pancreatic endoderm stage (PE) cells, we defined miRNAs induced during beta cell differentiation. This analysis revealed 14 miRNAs that were more highly expressed in beta cells than in PE cells (>5,000 sequence reads in beta cells; > 2.3-fold increase; Figure 1B and Tables S1A and S1B). With the exception of miR-127, miR-204, and miR-99b, the same miRNAs also exhibited higher expression in sorted alpha cells compared with PE cells (Figure 1C and Tables S1A and S1C), suggesting shared roles for most miRNAs in the development of both endocrine cell types. Among the miRNAs induced during endocrine cell differentiation were miR-375, miR-200a/c, and miR-7, which have reported roles in beta cell development, proliferation, function, and survival in mice (Belgardt et al., 2015, Kloosterman et al., 2007, Kredo-Russo et al., 2012, Latreille et al., 2014, Nieto et al., 2012, Poy et al., 2004, Poy et al., 2009, Wang et al., 2013). Most notable was the significantly higher expression of members of the Let-7 miRNA family in both beta and alpha cells compared with PE cells, including Let-7a, Let-7b, Let-7f, Let-7g, and miR-98 (Figures 1B and 1D and Tables S1A and S1B). We confirmed the results from the small RNA sequencing by comparing miRNA levels in PE cells and human cadaveric islets using the Taqman miRNA assay (Figure 1E).

**Figure 1:**
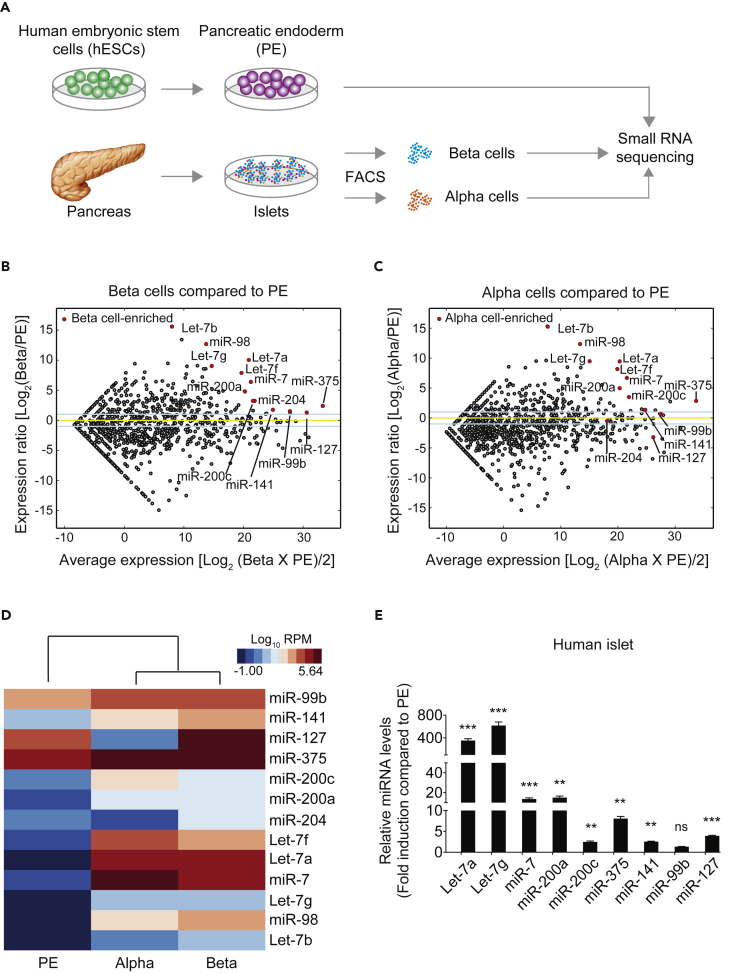
Identification of miRNAs Up-Regulated during Endocrine Cell Differentiation of Human Pancreatic Progenitor Cells (A) Workflow for genome-wide small RNA profiling of pancreatic progenitors (pancreatic endoderm, PE) and endocrine islet cells. PE cells were differentiated from human embryonic stem cells (hESCs), and human alpha and beta cells were isolated from cadaveric human islets by fluorescence-activated cell sorting (FACS). (B and C) MA plots comparing miRNA expression levels in PE cells and beta cells (B) or PE cells and alpha cells (C). miRNAs with higher expression in beta and alpha cells than PE are indicated by red circles in B and C, respectively. Blue lines indicate 2-fold change in miRNA expression; yellow line indicates no change. (D) Heatmap comparing expression levels in PE, alpha cells, and beta cells of the thirteen most highly enriched miRNAs in beta cells compared with PE cells. (E) Relative expression of indicated miRNAs determined by Taqman qPCR in PE cells and human islets. Data are shown as mean ± S.E.M. (n = 3 biological replicates). ns, not significant; **p < 0.01, ***p < 0.001; Student's t test. See also Figure S1 and Table S1.

### Identifying miRNAs Regulating Human Endocrine Cell Differentiation

To identify mRNAs regulated by these miRNAs, we selected several miRNAs for over-expression in hESC-derived PE cells. We included the top three beta cell-enriched miRNAs (miR-375, miR-127, and Let-7a), as well as Let-7g and miR-200a, as they are highly induced during endocrine cell differentiation. miR-7 was not included because of its inhibitory role in endocrine cell differentiation in mice (Kredo-Russo et al., 2012).

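RNA-seq values were available for 18 libraries of PE cells derived from H1 hESCs, an established human embryonic stem cell line. The cells were transduced on day 8 of differentiation, at a multiplicity of infection of 2, with a lentivirus encoding mCherry alone (control vector) or mCherry with a miRNA. The mCherry+ cells were sorted 48 h later, on day 10. Control vector, Let-7a, Let-7g, miR-200a and miR-375 each had 3 libraries, as did the poly-miR construct, which encodes all 4 miRNAs. No library of miR-127-transduced cells was among them. The authors aligned the reads to the UCSC human transcriptome (GRCh37), kept reads with a single genomic location and deposited RPKM values, which Cufflinks had estimated from reads with exact matches. The deposited values cover 23285 gene symbols, of which 3055 were listed at 0 in all 18 libraries. RPKM summed to between 516623 and 632364 per library. The number of reads per library is not given with the values, so the depth behind a value and its counting error are unknown. Genes with a mean RPKM above 1 over the libraries, 13232 in all, were compared on the scale of log2(RPKM + 1). Each construct was compared with the control vector in a limma fit of all 18 libraries with an intensity trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. A permutation test modelled on the one in the paper, which takes fold changes of shuffled samples as its null distribution, was also run on the 3 construct and 3 control libraries of each comparison. In it, the difference of each gene was set against the pooled differences of all genes over the 20 possible arrangements of the 6 libraries, one-sided at an unadjusted p of 0.05. The pooling of genes is not stated in the paper and was chosen here.
As a check of the labels, the hairpin gene MIR375 (chromosome 2, 219866362 to 219866431) had 1006, 198.8 and 695.8 RPKM in the 3 miR-375 libraries and 1288, 830.3 and 180.1 RPKM in the 3 poly-miR libraries, and it was listed at 0 in the other 12. MIR200A had 824.6, 161.2 and 699.3 RPKM under miR-200a and 527.4, 523 and 283.7 RPKM under the poly-miR. In the remaining 12 libraries it was listed at 0 or had at most 98.13 RPKM. The hairpin genes MIRLET7A1, MIRLET7A2 and MIRLET7A3 were listed at 0 in every library and MIRLET7G in all but control replicate 2 (44.05 RPKM), so the Let-7 labels could not be checked in this way. Both Let-7 constructs are labelled as loop mutants, and reads that carry a mutation would not count as exact matches. These values of 0 therefore do not show that Let-7 was absent, and the paper reports raised Let-7a and Let-7g by Taqman assay after transduction. The replicate number separated the libraries more than the construct did. The first principal component held 26.6% of the variance, of which 94.7% lay between replicate numbers and 3.4% between the 6 groups.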

To determine the effects of these miRNAs on gene expression, we next over-expressed Let-7g, Let-7a, miR-200a, miR-375, and miR-127 individually in hESC-derived PE cells (Figure 2A). For these studies, we chose PE cells derived from H1 hESCs because a recently published protocol showed very efficient differentiation of H1 hESCs into beta-like cells *in vitro* (Rezania et al., 2014). Since our genome-wide small RNA sequencing was performed in PE cells from CyT49 hESCs (Figure 1), we first confirmed that H1 and CyT49 hESC-derived PE cells have similar molecular features. Similar to CyT49 hESC-derived PE cells (Figure S1), 98% of H1 hESC-derived PE cells expressed the pancreatic progenitor marker PDX1 (Figures S2A and S2B). In addition, RNA-seq analysis showed highly concordant transcriptome profiles of H1 and CyT49 hESC-derived PE cells [(R) > 0.92; Figure S2C]. Furthermore, we confirmed that Let-7g, Let-7a, miR-200a, and miR-375 were expressed at similarly low levels in H1 and CyT49 hESC-derived PE cells (Figure S2D).

**Figure 2:**
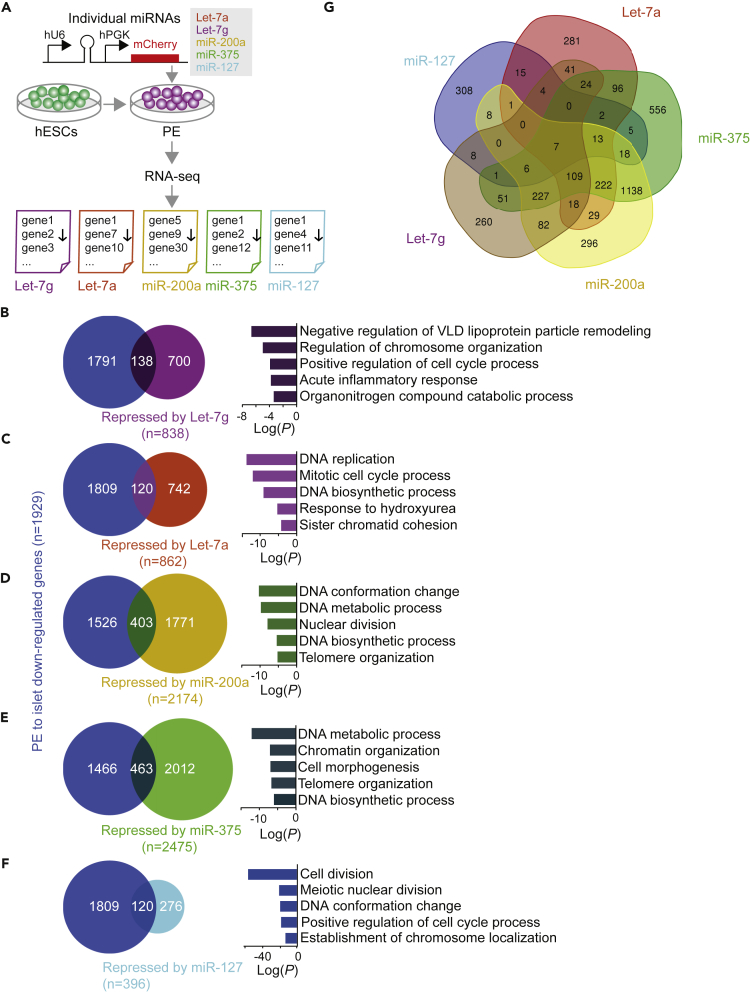
Endocrine Cell-Enriched miRNAs Regulate Expression of Cell Cycle Genes in Pancreatic Progenitor Cells (A) Workflow to identify genes repressed by each indicated miRNA after lentiviral transduction of hESC-derived pancreatic endoderm (PE) cells. Transduced cells were sorted based on mCherry after 48 h, RNA-seq analysis performed (n = 3 biological replicates), and down-regulated genes identified. (B–F) Venn diagrams showing the overlap between genes down-regulated in islets (n = 3) compared with PE (n = 2) (blue) and genes repressed by Let-7g (purple, B), Let-7a (red, C), miR-200a (yellow, D), miR-375 (green, E), or miR-127 (light blue, F). Top five GO categories enriched among genes repressed by the miRNA and down-regulated in islets compared with PE are shown on the right. (G) Venn diagram showing overlap between miRNA-repressed genes. See also Figure S2, Tables S2, and S3.

Inclusion of an mCherry reporter into the miRNA constructs allowed us to monitor transduction efficiencies in PE stage cultures and to isolate transduced cells by FACS. We observed 13%–20% mCherry^+^ PE cells 2 days after transduction, and this number increased to 34%–49% 6 days after transduction (Figure S2E). The increase is likely explained by the lentiviral expression vector requiring more than 2 days to reach maximum expression. To identify miRNA targets, we analyzed sorted mCherry^+^ PE cells 2 days after transduction, reasoning that this early time point is best suited for studying the direct effects of miRNA on gene expression. As expected, Let-7g, Let-7a, miR-200a, miR-375, and miR-127 were each expressed at significantly higher levels in cells transduced with the miRNA-expressing vector compared with control vector-transduced cells (Figure S2F). Furthermore, forced expression of Let-7g, Let-7a, miR-200a, miR-375, or miR-127 in hESC-derived PE repressed the expression of genes (p < 0.05, permutation test, Tables S2A–S2E) that were down-regulated between PE and islets (Figure S2G), suggesting that these miRNAs could contribute to gene expression changes during islet cell differentiation.

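In the limma fit, 1 gene passed the threshold as repressed by Let-7a, and 0 genes did for Let-7g, miR-200a and miR-375. The gene was SNORD88B, which encodes a small nucleolar RNA and had 75.4 ± 71.8 RPKM (SD, n = 3) in the control libraries and was listed at 0 in all 3 Let-7a libraries (adjusted p = 0.0113 by limma). It no longer passed without control replicate 1 or 2, or without Let-7a replicate 1 or 3, where its adjusted p lay between 0.0577 and 0.098. At an unadjusted p of 0.05, limma gave 24 lower and 43 higher genes for Let-7a, 36 and 55 for Let-7g, 569 and 690 for miR-200a, and 518 and 746 for miR-375. The induced genes past the adjusted threshold numbered 1 for miR-375, which was MIR375 itself, and 0 for the other 3 miRNAs. With a term for the replicate number, limma called 130 genes repressed and 133 induced by miR-200a, with at most 3 and 2 when any 1 library was left out. In 1 of the 3 same-numbered pairs of miR-200a and control, the deviations from the group means had a correlation of only 0.084. The same fit called 151 genes repressed and 214 induced by miR-375 and still 0 for Let-7g. These miR-375 counts rested on every library. Without control replicate 1, 2 or 3 they were 3 and 1, 2 and 2, and 2 and 2 genes, and without miR-375 replicate 1, 2 or 3 they were 3 and 1, 2 and 1, and 52 and 61. Quantile normalization, chosen after seeing the data, together with the replicate term gave 342 repressed and 346 induced genes for miR-375.
By the permutation test modelled on that of the paper, 180 genes were repressed by Let-7a, 203 by Let-7g, 318 by miR-200a and 316 by miR-375. The same test called 287, 258, 979 and 983 genes induced. With the trend of each library with GC content and length removed, the split changed to 457 repressed and 490 induced genes for miR-200a and to 428 and 524 for miR-375. Single libraries moved the repressed counts by more than 1.5 times. Without control replicate 2, they were 439 for Let-7a, 315 for Let-7g, 544 for miR-200a and 555 for miR-375. Without the first replicate of the miRNA itself, they were 299, 321, 598 and 614. Let-7a also reached 280 without control replicate 1, and Let-7g 366 without Let-7g replicate 2. In 100 simulated data sets with the spread of these libraries, in which no construct had an effect, this test called a median of 169.5, 165, 159.5 and 161 genes repressed for Let-7a, Let-7g, miR-200a and miR-375. The upper limits of the 95% ranges were 619.75, 437.65, 657.4 and 636.2 genes, so that the observed counts were above the medians and within the ranges. Among the repressed genes in the table of tested genes, 9.6% for Let-7a, 10.1% for Let-7g, 40% for miR-200a and 35.9% for miR-375 had all 3 construct libraries below all 3 controls. Among the genes called in the simulated unchanged groups, the medians were 10.5%, 11.3%, 8.2% and 10.9%, and the upper limits of the 95% ranges were 35.8%, 32.3%, 31.9% and 40.1%, so that the share of miR-200a was above its range and the others were within theirs.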

### Islet Cell-Enriched miRNAs Regulate Expression of Cell Cycle Genes in Pancreatic Progenitor Cells

To identify miRNA-regulated transcripts with likely roles in endocrine cell differentiation, we analyzed sets of genes that were down-regulated by forced expression of each miRNA (p < 0.05, permutation test) and also down-regulated in islets as compared with PE cells (p < 0.05, permutation test, Figures 2B–2F). These mRNA subsets comprised 16.5% of Let-7g-, 13.9% of Let-7a-, 18.5% of miR-200a-, 18.7% of miR-375-, and 30.3% of miR-127-repressed mRNAs in PE cells. We then performed Gene Ontology (GO) analysis to define the biological processes regulated by mRNAs that are repressed by individual miRNAs and are also expressed at lower level in islet than PE cells. The top five enriched GO categories for each one of these miRNA-regulated sets of mRNAs comprised processes associated with DNA replication and regulation of the cell cycle (Figures 2B–2F and Tables S3A–S3E). 

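Lists of cell cycle genes that were not chosen on these libraries were tested among all genes with limma's camera, with a preset correlation of 0.01 between genes. The 43 S phase genes and 54 G2/M phase genes are those that the Seurat package uses to score cell cycle phase, and p-values were adjusted over the 10 tests of these lists. Fits with a library left out had no replicate term here, so the replicate numbers were then unequal between the groups. A shift in such a fit can come from the replicate number rather than the miRNA. Under Let-7a, 30 of the 43 S phase genes were lower than in control cells, with a median log2 fold change of −0.05 (adjusted p = 8.3e-07 by camera). Without control replicate 2 the median was 0.00305 (adjusted p = 0.0697). The S phase genes had medians of 0.07 under Let-7g, 0.16 under miR-200a and 0.14 under miR-375, with 15, 12 and 13 of 43 genes lower and adjusted p-values of 0.924, 0.221 and 0.322 by camera. For miR-200a the list passed the threshold as higher without miR-200a replicate 1 (median 0.26, adjusted p = 0.00825) or control replicate 2 (median 0.21, adjusted p = 0.0216). For miR-375 it did so without miR-375 replicate 1 (median 0.24, adjusted p = 0.0396) or control replicate 2 (median 0.18, adjusted p = 0.0349). The G2/M phase genes had medians of 0.06, 0.07, 0.11 and 0.14 under Let-7a, Let-7g, miR-200a and miR-375, and the adjusted p-values of camera lay between 0.924 and 0.985. Their direction depended on single libraries. Without control replicate 1, the medians were −0.08 for Let-7a (adjusted p = 0.000158), −0.08 for Let-7g (adjusted p = 0.00282), −0.04 for miR-200a (adjusted p = 0.0262) and −0.02 for miR-375 (adjusted p = 0.222). The median also fell below 0 without Let-7g replicate 3 (−0.02), miR-200a replicate 3 (−0.06) or miR-375 replicate 2 (−0.0027), at adjusted p-values of 0.709, 0.0511 and 0.985 in the comparison of that miRNA. Without Let-7g replicate 1 or miR-375 replicate 1, the list passed the threshold as higher (medians 0.12 and 0.30, adjusted p = 0.00133 and 0.00562). The S phase median of Let-7g was −0.02 without control replicate 1 (adjusted p = 0.0737). With the trend with GC content and length removed, the S phase medians were −0.13, −0.01, −0.01 and 0.01 and the G2/M medians −0.0022, 0.01, −0.09 and 0.0023 for Let-7a, Let-7g, miR-200a and miR-375. Of these only the S phase genes under Let-7a passed the threshold (adjusted p = 1.5e-11).
A list of 42 DNA replication genes, 14 of which are also S phase genes, was lower under Let-7a, with a median of −0.11 and 33 of 42 genes lower (adjusted p = 2.2e-12 by camera, over 30 tests). Under Let-7g the median was −0.04, with 27 of 42 genes lower (adjusted p = 0.0285 by camera), and the adjusted p rose to between 0.173 and 0.582 without Let-7g replicate 1, Let-7g replicate 3, control replicate 2 or control replicate 3, and to 0.234 with a minimum mean RPKM of 5 and 0.0836 in a fit of the 6 libraries alone. Removal of the trend with GC content and length left 39 and 31 of 42 genes lower under Let-7a and Let-7g (medians −0.13 and −0.04, adjusted p = 6.4e-15 and 0.0156). The medians were −0.01 under both miR-200a and miR-375 (adjusted p = 0.45 and 0.27 by camera). For miR-375 the list passed the threshold as lower without control replicate 1 (median −0.06, adjusted p = 0.0229) or miR-375 replicate 2 (median −0.03, adjusted p = 0.0252), and with the trend with GC content and length removed (median −0.09, adjusted p = 0.0418). For miR-375 and miR-200a the median turned positive without control replicate 3 (0.04 for both) or without the first replicate of the miRNA (0.01 and 0.03). None of the camera calls on these 3 lists held under fry or under camera with an estimated correlation between genes, where the lowest adjusted p was 0.0705, for the DNA replication genes under Let-7a.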

Given that endocrine cell formation is associated with cell cycle exit (Kim et al., 2015, Miyatsuka et al., 2011, Piccand et al., 2014), these findings suggest that miRNAs could control endocrine cell differentiation by regulating mRNAs involved in cell cycle control. The finding that all five miRNAs regulate cell cycle-associated transcripts raised the question of whether they share similar target genes. Analysis of the extent of overlap between the mRNAs down-regulated by Let-7g, Let-7a, miR-200a, miR-375, and miR-127 revealed a modest number of shared targets (Figure 2G). 

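The values of the genes ZNF239, PIF1, CDC45, TMEM114, HIST1H4H, MRPS25 and ESPL1 were compared between control vector-transduced cells and each of the 4 miRNAs in these libraries. All 7 genes had lower mean values than the control under each of Let-7a, Let-7g, miR-200a and miR-375, with log2 fold changes between −0.30 and −0.10 for Let-7a, −0.38 and −0.09 for Let-7g, −1.05 and −0.21 for miR-200a, and −0.43 and −0.19 for miR-375. No gene of the 7 passed the limma threshold over all genes tested. Adjusted over the list alone, 1 gene passed, under miR-375. The fit with the replicate number as a block called 1 over all genes and 5 over the list under miR-200a. It called 1 and 3 under miR-375, and 0 under Let-7a and Let-7g. As the study chose these genes on the same libraries, none of this is independent evidence. CDC45 (chromosome 22, 19466980 to 19508135) had 22.6 ± 0.883 RPKM in control cells (SD, n = 3), and 18.2 ± 1.49 under Let-7a, 19.8 ± 2.57 under Let-7g, 18.2 ± 1.76 under miR-200a and 17.2 ± 1.89 under miR-375. Its log2 fold change was largest under miR-375, at −0.38 (standard error 0.12, adjusted p = 0.397 by limma), and its libraries were lower than the same-numbered control in 3 of 3 pairs under each miRNA. MRPS25 (chromosome 3, 15051118 to 15106846) had 11.4 ± 0.229 RPKM in control cells and between 9.81 and 9.96 RPKM on average under the 4 miRNAs, and all 3 libraries of each miRNA lay below all 3 controls. Chance gives such a separation in 5% of genes for a comparison of 3 with 3 if the replicate number plays no part, and the 4 comparisons share the same controls. Of all tested genes, 1.6% under Let-7a, 2.4% under Let-7g, 7.2% under miR-200a and 6.7% under miR-375 were separated in this way. ESPL1 (chromosome 12, 53662083 to 53687422) had 8.96 ± 2.31 RPKM in control cells and 6.62 ± 1.5 under miR-375, a log2 fold change of −0.38 (adjusted p = 0.567 by limma, and 0.0376 with the replicate number as a block). HIST1H4H had 3.37 ± 0.632 RPKM in control cells, 1.11 ± 0.169 under miR-200a and 3.22 ± 3.61 under Let-7g. Histone H4 genes encode nearly identical sequences, so its share of uniquely aligned reads is uncertain. For ZNF239, PIF1 and TMEM114, control cells had 3.09 ± 0.731, 3.37 ± 0.612 and 3.73 ± 2.39 RPKM, and the differences from each of the 4 miRNAs were within 3 standard errors of 0.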

Only seven mRNAs (*ZNF239, PIF1, CDC45, TMEM114, HIST1H4H, MRPS25,* and *ESPL1*) were repressed by all five miRNAs, indicating distinct regulatory roles for each one of the miRNAs. Together, these results suggest distinct but converging miRNA targets in regulating cell division in pancreatic progenitors.

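The overlap was counted for the 4 miRNAs with libraries here. Of 594 genes that the permutation test called repressed by at least 1 of Let-7a, Let-7g, miR-200a and miR-375, 272 (45.8%) were called for 2 or more and 48 for all 4. The 4 comparisons use the same 3 control libraries, and in simulated unchanged groups a median of 167 genes (95% range 97.8 to 449.15) were called for 2 or more and a median of 29.5 (upper limit 111.05) for all 4. In the limma fit without a replicate term, 1 gene was called repressed by any of the 4, and 0 by 2 or more. With the replicate number as a block, 203 were called by any, 79 (38.9%) by 2 or more and 0 by all 4, and the 79 were called for miR-200a and miR-375. Across the tested genes, which are not independent replicates, the fold changes under miR-200a and miR-375 had a correlation of 0.614 (median of unchanged groups 0.549, 95% range −0.208 to 0.854), and those under Let-7a and Let-7g one of 0.509 (median 0.549). Direct contrasts between miRNAs, which do not use the control libraries, were tested with limma in the same fit. Between Let-7a and Let-7g, which share a seed sequence, only SNORD88B differed, and at an unadjusted p of 0.05 there were 36 lower and 98 higher genes. It was also the only such gene with a minimum mean RPKM of 5 or another scaling of the libraries, whereas 0 genes differed with no filter on low values, and 0 without Let-7a replicate 1, Let-7a replicate 3, Let-7g replicate 2 or Let-7g replicate 3. Without Let-7a replicate 2 there were 2, and in a fit of these 6 libraries alone the only gene was SNORD58A. Between miR-200a and miR-375, only MIR375 differed, and at an unadjusted p of 0.05 there were 16 lower and 23 higher genes. Without miR-200a replicate 2 there were 2. Between a Let-7 and another miRNA, limma called 0 genes for Let-7a and miR-200a (294 lower and 546 higher in Let-7a at an unadjusted p of 0.05), 2 for Let-7a and miR-375 (291 and 490), 0 for Let-7g and miR-200a (173 and 307 in Let-7g) and 1 for Let-7g and miR-375 (226 and 288). The fit with the replicate block called 101, 82, 5 and 26 genes for these pairs in the same order, against 0 between Let-7a and Let-7g and 1 between miR-200a and miR-375. With the trend with GC content and length also removed, the 4 counts were 201, 156, 32 and 97. With the block after quantile normalization, chosen after seeing the data, they were 228, 159, 18 and 61. In both settings there were still 0 genes between Let-7a and Let-7g and 1 between miR-200a and miR-375. The counts with the block alone depended on single libraries. For Let-7a and miR-200a the block gave 662 genes without Let-7a replicate 1 and between 3 and 16 without any other of the 6 libraries, and for Let-7a and miR-375 it gave 494 and between 2 and 16. For Let-7g and miR-200a it gave 1 without any of the 6, and for Let-7g and miR-375 it gave 18 without Let-7g replicate 2 and 2 or 3 without any other. From the small number of genes shared by all of the miRNAs and the shared cell cycle categories, the paper proposes that the miRNAs have distinct targets that converge on cell division.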

Since all candidate miRNAs appeared to regulate different aspects of cell cycle progression, we sought to gain further insight into how input from the different miRNAs converges on cell cycle regulation. To study the combined effect of miRNAs, we generated a “polycistronic” miRNA (poly-miR) lentiviral construct that drives the expression of Let-7g, Let-7a, miR-200a, and miR-375 under the control of a single promoter. miR-127 was excluded because overall it repressed fewer genes than the other miRNAs (Figure 2F). 

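The poly-miR construct was represented by 3 libraries, from cells transduced, sorted and sequenced like those of the individual miRNAs and compared with the same 3 control vector libraries. The poly-miR libraries entered the same limma fit and the same permutation test. The libraries with the same replicate number deviated together from their group means, with a correlation of at least 0.286 between each poly-miR library and the same-numbered control. A limma fit with the replicate number as a block was therefore set beside the fit without it wherever it changed a call. The sums of RPKM were 619113, 556941 and 516623 in poly-miR replicates 1, 2 and 3, against 632364, 578819 and 564740 in the controls. In the fit without the block, the median residual standard deviation of a gene was 0.219 on the log2 scale, and with the block it was 0.15. On data simulated with the spread of the 18 libraries, in which 200 of 13232 genes were changed by 0.5 on the log2 scale, limma recovered 1.5% of the changed genes, or 17% with the block. For a change of 1 it recovered 67%, or 89% with the block.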

We expressed the poly-miR construct in H1 hESC-derived PE cells and analyzed the transcriptome two days after transduction (Figure 3A). miRNA expression analysis in mCherry-sorted cells revealed that Let-7g, Let-7a, miR-200a, and miR-375 were each significantly higher expressed in poly-miR- than vector-only-transduced PE cells (Figures S3A and S3B). 

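In the limma fit of the 18 libraries, 0 genes passed the threshold as repressed by the poly-miR and 1 gene, MIR375, as induced. At an unadjusted p of 0.05, 781 genes were lower and 1259 higher. Limma with the replicate number as a block called 673 genes repressed and 1095 induced, and in simulated unchanged groups this fit called a median of 0 genes. With the block, the trend with GC content and length changed the split to 438 repressed and 449 induced genes when removed, of which 258 and 367 were among the calls made without its removal. Quantile normalization of the libraries, chosen after seeing the data, gave 1035 repressed and 1006 induced genes with the block. Single libraries changed these counts. Without poly-miR replicate 1, limma without the block called 152 genes repressed and 464 induced, and without poly-miR replicate 2 it called 0 and 3. In the fit with the block, the counts were 84 and 135 without control replicate 1, 26 and 75 without control replicate 2, 185 and 339 without control replicate 3, 1327 and 2238 without poly-miR replicate 1, 72 and 114 without poly-miR replicate 2, and 41 and 75 without poly-miR replicate 3. By the permutation test modelled on that of the paper, 256 genes were repressed by the poly-miR and 1205 were induced. This test was not run on values like those of the paper. Over the first 1998 genes of the paper's poly-miR sheet, fold changes differed from those here by a median of 0.0964. After quantile normalization the median difference was 0.0071. Scaling the libraries by the median ratio to the mean of each gene gave 383 repressed and 915 induced genes, and the removal of the trend with GC content and length gave 505 and 649. The repressed count was 484 without poly-miR replicate 1, 429 without control replicate 2 and 164 without control replicate 3. In 100 simulated unchanged groups, this test called a median of 162 genes repressed (95% range 96.7 to 552.35), which includes the observed count. Of the repressed genes, 33.7% had all 3 poly-miR libraries below all 3 controls (9.6% at the median of simulated unchanged groups, 95% range 0.4% to 36.3%), and 106 were also called repressed by limma with the block.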

Expression of the poly-miR construct in PE cells resulted in down-regulation of 2,463 transcripts (p < 0.05; permutation test). Consistent with the results from expression of individual miRNAs (Figure S2G), poly-miR-repressed mRNAs (p < 0.05, permutation test, Table S2F) were highly enriched for mRNAs with higher expression in PE compared with islets (Figure S3C and Table S2G). Of the 2,463 poly-miR-repressed mRNAs, 388 were also down-regulated during the transition of PE to islet (Figure S3D). As predicted, genes involved in cell cycle processes were overrepresented among these 388 mRNAs (Figure S3D and Table S3F).

**Figure 3:**
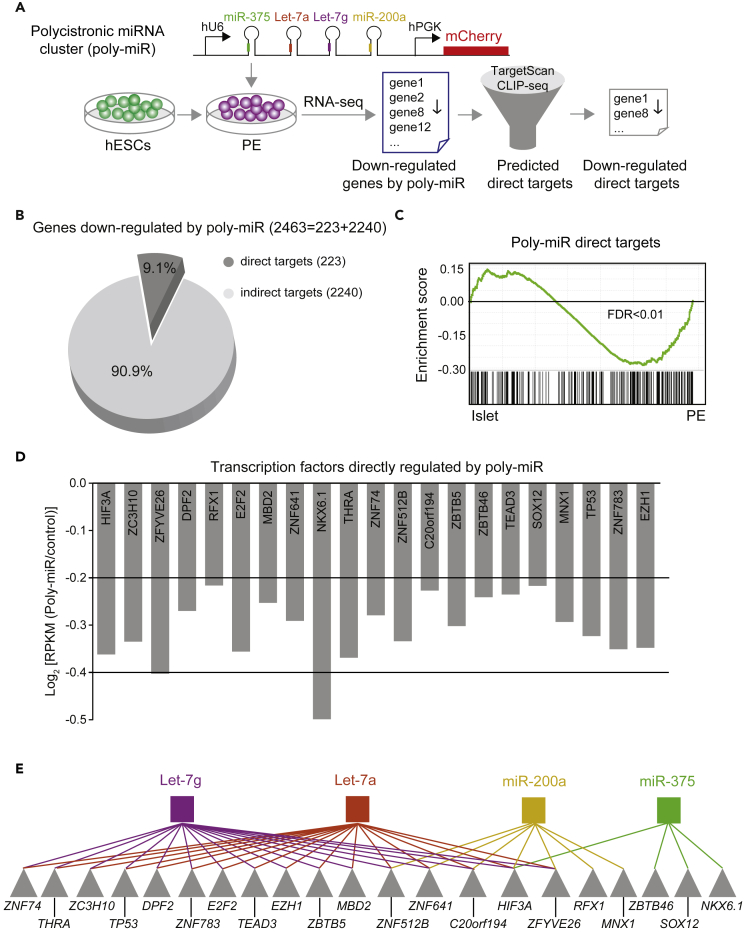
Identification of Putative Direct miRNA Target mRNAs in Pancreatic Progenitor Cells (A) Workflow to identify repressed genes after transduction of hESC-derived pancreatic endoderm (PE) cells with a lentivirus expressing a polycistronic construct for the indicated miRNAs (poly-miR) and mCherry. Transduced cells were sorted after 48 h, RNA-seq analysis performed (n = 3 biological replicates), and down-regulated genes identified. Direct targets of candidate miRNAs were identified based on TargetScan and CLIP-seq analysis. (B) Pie graph showing percentage of direct (dark gray) and indirect (light gray) targets of candidate miRNAs repressed by poly-miR construct. (C) GSEA plot showing enrichment of 223 direct target genes of Let-7g, Let-7a, miR-200a, and miR-375 in islets (n = 3) compared with PE (n = 2). False Discovery Rate (FDR) is shown. (D) mRNA expression levels of transcription factors directly targeted by Let-7g, Let-7a, miR-200a, and miR-375 measured in reads per kilobase per million reads mapped (RPKM). (E) Predicted network of transcription factors downstream of miRNAs. Transcription factors are indicated by gray triangles, and individual miRNAs are indicated by colored squares. See also Figure S3, Tables S2, S3, and S4.

### Endocrine-Enriched miRNAs Regulate Cell Cycle-Associated Transcription Factors

To decipher mechanisms by which Let-7g, Let-7a, miR-200a, and miR-375 regulate cell cycle genes, we sought to distinguish direct and indirect targets of the four miRNAs (Figure 3A). We defined putative direct targets as poly-miR-repressed mRNAs (p < 0.05, permutation test, Table S2F) predicted to be direct targets by TargetScan (based on matching sequence to the miRNA seed region) and/or exhibiting binding to the RNA-binding protein Argonaute, as determined by CLIP-seq in human islets (Kameswaran et al., 2014). From this analysis, 223 putative direct target mRNAs were identified (Figure 3B and Table S4A). Of these, all were predicted by TargetScan and 35 also by HITS-CLIP. These 223 genes represent 9.1% of all poly-miR-repressed genes. 

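Of the 223 predicted direct targets in Table S4A, 219 were among the genes tested here, and all 219 had a lower mean under the poly-miR than in control cells, with a median log2 fold change of −0.23 (range −0.75 to −0.08). Because the study selected these genes as repressed in the same libraries, this is not independent evidence of repression. In 171 of the 219 genes the poly-miR library was lower than the same-numbered control in 3 of 3 pairs, and 43 (19.6%) had all 3 poly-miR libraries below all 3 controls. In simulated unchanged groups, genes at the same ranks of fold change numbered a median of 58 (95% range 18 to 175) and 6.5 (95% range 0.5 to 43.7), so both counts were within the range. By limma, 0 of them passed the threshold over all genes and 2 adjusted over the list alone, and with the replicate number as a block 51 and 78 did. Under miR-200a and miR-375 alone, 217 of the 219 were lower, and 127 were under Let-7a and 157 under Let-7g. These comparisons use the same control libraries, and in the simulated unchanged groups the upper limits of the 95% ranges were 213 for miR-200a, 215.5 for miR-375, 204.5 for Let-7a and 213.6 for Let-7g (medians 157, 172.5, 157.5 and 165).
A measure that uses no list of the paper was the change in all genes whose 3′UTR holds a match to the seed (nucleotides 2 to 8) of a miRNA, among 12239 tested genes with a 3′UTR in the GENCODE 44 annotation on GRCh37. In each library, the log2(RPKM + 1) of each gene, less its mean, was regressed on the presence of a 7-nucleotide match, with the length and GC content of the 3′UTR as covariates. Libraries with and without the miRNA were then compared by a two-sided exact permutation test, adjusted over the 3 seeds. For the Let-7 seed, which 1340 genes match, the mean coefficient was −0.0022 ± 0.0152 (SD) in the 9 libraries that express Let-7 and 0.0022 ± 0.0115 in the 9 that do not, a difference of −0.0044 (exact permutation p = 0.501, adjusted p = 0.751). For the miR-200a seed, with 2587 genes, the coefficient was higher in the 6 libraries with miR-200a, by 0.0093 (exact permutation p = 0.0176, adjusted p = 0.0528). It was higher by 0.0043 with the trend with GC content and length removed beforehand (exact permutation p = 0.154). Without that removal, miR-375 replicates 1, 2 and 3, which do not carry miR-200a, had coefficients of 0.0071, 0.01 and 0.0046. The same-numbered miR-200a libraries had 0.0025, 0.0061 and 0.0019, so a higher coefficient was not particular to libraries with miR-200a. For the miR-375 seed, with 133 genes, the difference was 0.0026 (exact permutation p = 0.779, adjusted p = 0.779), and it was −0.0036 with that trend removed (exact permutation p = 0.576). A lower level of seed-matched genes in libraries with the miRNA was thus not detected for any of the 3 seeds.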

Reinforcing the potential relevance of these predicted direct miRNA targets for endocrine cell development, GSEA analysis showed significantly lower expression of these genes in islets than in PE cells (Figure 3C).

To determine whether miRNAs are direct regulators of cell cycle-associated mRNAs in PE cells, we analyzed enriched GO terms among the 223 predicted direct miRNA targets. We found no enrichment of categories linked to cell cycle-related processes (Table S4B). Moreover, many of the cell cycle regulators that were repressed by the poly-miR, including *CCND3*, *CDC45*, *MCM7*, and *CKS1B* (Table S2F), were not among the predicted direct miRNA targets (Table S4A). Thus, cell cycle-associated transcripts appear to be indirectly regulated by the miRNAs. 

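Table S2F and Table S4A concern the same poly-miR libraries as the values given here. CCND3 (chromosome 6, 41902672 to 42018095) had 15.3 ± 0.711 RPKM in control cells and 13.6 ± 2.87 in poly-miR-transduced cells (SD, n = 3 for both), a log2 fold change of −0.18 (standard error 0.15, adjusted p = 0.575 by limma). CDC45 had 22.6 ± 0.883 RPKM in control cells and 17.2 ± 1.77 with the poly-miR, a log2 fold change of −0.38 (standard error 0.12, adjusted p = 0.184 by limma), with all 3 poly-miR libraries below all 3 controls. With the replicate number as a block, it passed the threshold (adjusted p = 0.031), but not when the trend with GC content and length was removed in the same fit (log2 fold change −0.27, adjusted p = 0.0733). MCM7 (chromosome 7, 99689856 to 99699563) had 178 ± 2.43 RPKM in control cells and 152 ± 21 with the poly-miR, a log2 fold change of −0.23 (standard error 0.10, adjusted p = 0.294 by limma). CKS1B (chromosome 1, 154947129 to 154951727) had 41.3 ± 5.86 and 32 ± 4.84 RPKM, a log2 fold change of −0.36 (standard error 0.24, adjusted p = 0.466 by limma). For each of CCND3, CDC45, MCM7 and CKS1B the poly-miR library was lower than the same-numbered control in 3 of 3 pairs, which chance gives for 12.5% of genes. Over all genes 0 of these 4 passed the limma threshold, and adjusted over the list alone 1 did. With the replicate number as a block, 1 and 3 did. Neither result is independent evidence, because the study chose the list on these libraries.
Among the genes that score cell cycle phase, 13 of the 43 S phase genes and 22 of the 54 G2/M phase genes were lower with the poly-miR, with median log2 fold changes of 0.12 and 0.17 (adjusted p = 0.924 by camera for both lists). For the G2/M phase genes, camera's direction was lower although the median and the mean (0.08) were above 0. The median of the G2/M phase genes was −0.02 without control replicate 1 (adjusted p = 0.058) and −0.0078 without poly-miR replicate 3 (adjusted p = 0.83). With the trend with GC content and length removed, the medians of the S and G2/M phase genes were −0.03 and −0.06 (adjusted p = 0.414 and 0.853). In the fit with the replicate block, limma called 6 S phase genes lower and 3 higher, and 2 G2/M phase genes lower and 2 higher. The 42 DNA replication genes had a median of −0.10 with the poly-miR, and 22 of them were lower (adjusted p = 0.0173 by camera). With the trend with GC content and length removed, the median was −0.14 and 34 of 42 were lower (adjusted p = 0.000171). The call was lost without control replicate 2 (adjusted p = 0.182) or poly-miR replicate 3 (adjusted p = 0.0583), with a minimum mean RPKM of 5 (adjusted p = 0.17), and under fry (adjusted p = 0.71) and an estimated correlation between genes (adjusted p = 0.835). From the lack of cell cycle categories among the predicted direct targets, and from repressed cell cycle regulators that are not predicted targets, the paper proposes that the miRNAs regulate cell cycle transcripts indirectly.

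**Figure D1:**
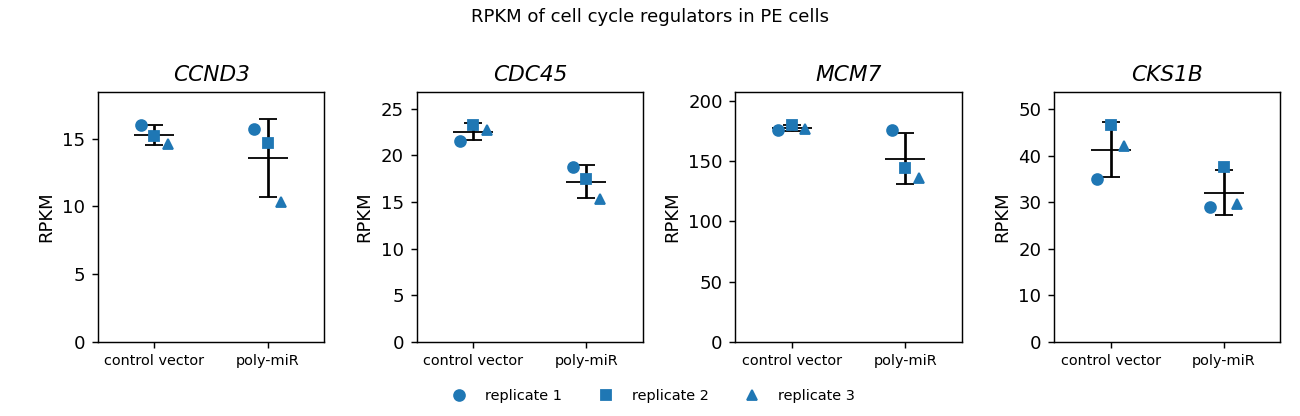
RPKM of CCND3, CDC45, MCM7 and CKS1B in control vector- and poly-miR-transduced PE cells, with 1 point per library (circle, square and triangle for replicates 1, 2 and 3) and the mean ± SD in black. CDC45 lay between 15.28 and 18.77 RPKM in the poly-miR libraries and between 21.59 and 23.32 RPKM in the controls, whereas CCND3 and CKS1B overlapped between the groups.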

We postulated that this indirect effect of miRNAs on the expression of cell cycle genes could be mediated through the regulation of TFs. Consistent with this hypothesis, 21 TFs were among the 223 putative direct miRNA targets (Figure 3D and Tables S4A and S4C). A striking finding was that many of these TFs have documented roles in cell cycle regulation, including *E2F2*, which is part of the complex controlling cell cycle progression, and numerous TFs are known to regulate cell growth (e.g., *ZC3H10*, *ZNF783*, *ZBTB46*, *ZBTB5*, *ZFYVE26*, *TP53, EZH1, HIF3A, DPF2, TEAD3*). In addition, TFs predicted to be directly regulated by the miRNAs included TFs involved in the regulation of endocrine cell development and maturation, such as *NKX6.1* (Schaffer et al., 2013, Taylor et al., 2013) and the thyroid hormone receptor *THRA*, consistent with the role of thyroid hormone in beta cell maturation (Matsuda et al., 2017). 

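All 21 TFs of Figure 3D had lower mean RPKM with the poly-miR than with the control vector in these libraries, with log2 fold changes from −0.43 to −0.08. As the TFs were selected by the study as repressed in the same libraries, this direction is not independent evidence. For 16 of the 21, the poly-miR library was lower than the same-numbered control in 3 of 3 pairs, and for 3 all poly-miR libraries lay below all controls. Chance gives the latter for 5% of genes not chosen beforehand if the replicate number plays no part, and 6.5% of all tested genes had it. By limma, 0 of the 21 passed the threshold over all genes and 0 adjusted over the list alone. With the replicate number as a block, 4 and 6 did. E2F2 (chromosome 1, 23832930 to 23857725) had 2.64 ± 0.41 RPKM in control cells and 2.08 ± 0.283 with the poly-miR (SD, n = 3), a log2 fold change of −0.24 (standard error 0.15, adjusted p = 0.428 by limma). DPF2 (chromosome 11, 65101314 to 65121733) had 52.4 ± 2.15 and 42.5 ± 4.81 RPKM, a log2 fold change of −0.30 (standard error 0.09, adjusted p = 0.189 by limma, and 0.0222 with the block), and its adjusted p was 0.0452 without poly-miR replicate 1. TEAD3 and ZFYVE26 had log2 fold changes of −0.24 and −0.25 (adjusted p = 0.281 and 0.424 by limma, and 0.033 and 0.0465 with the block). With the trend with GC content and length removed in the fit with the block, DPF2 and ZFYVE26 remained past the threshold (adjusted p = 0.0138 and 0.028) and TEAD3 did not (adjusted p = 0.187). NKX6-1 (chromosome 4, 85413138 to 85420445) had 29.4 ± 14.7 RPKM in control cells and 22.7 ± 14.6 with the poly-miR, a log2 fold change of −0.43 (standard error 0.78, adjusted p = 0.816 by limma, and standard error 0.21, adjusted p = 0.169 with the block). It was lower than the same-numbered control in 3 of 3 pairs, and replicate 2 was the lowest in both groups (12.41 and 8.009 RPKM). Without poly-miR replicate 2, the log2 fold change was 0.15 in the fit without the block and −0.39 in the fit with it. THRA (chromosome 17, 38214543 to 38250120) had 10.1 ± 0.208 and 8.47 ± 0.979 RPKM, a log2 fold change of −0.23 (standard error 0.10, adjusted p = 0.305 by limma).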

Reflective of their shared seed sequence, TFs that are predicted to be directly regulated by Let-7g and Let-7a showed complete overlap, whereas miR-200a and miR-375 mostly regulated separate sets of TFs (Figure 3E). This analysis indicates that Let-7g, Let-7a, miR-200a, and miR-375 might jointly change the transcriptional landscape in PE cells by down-regulating expression of different sets of TFs.

### miRNAs Regulate a Network of Cell Cycle Genes in Pancreatic Progenitor Cells

Having identified a set of TFs as potential direct miRNA targets, we next sought to determine whether these TFs could act downstream of the miRNAs to regulate cell cycle genes. To test this, we constructed and subsequently probed a miRNA-gene regulatory network, linking the four candidate miRNAs and their putative direct TF targets to poly-miR-regulated genes predicted to be target genes of the TFs (Figures 4A, S4A, and S4B). First, to identify TF-binding events close to poly-miR-regulated genes (down- and up-regulated), we used ATAC-seq data from PE cells and islets and mapped open chromatin regions surrounding transcriptional start sites (TSSs; closest within 10 kb) of these genes (n = 241,922 sites; FDR <0.01, MACS2) (Figures 4A and S4A; see Transparent Methods). Second, to pinpoint identified candidate TF-bound regions with likely impact on gene regulation during the PE to islet transition, we identified ATAC sites exhibiting dynamics in histone modifications between PE cells and islets. We focused on H3K4me3 and H3K27ac, two highly dynamic histone modifications during development (Wang et al., 2015, Xie et al., 2013) that have been associated with active promoters (H3K4me3) and active promoters and enhancers (H3K27ac) (Creyghton et al., 2010, Heintzman et al., 2009). We then tested whether changes in these histone marks are accompanied by expression changes of proximal genes. As predicted, an increase in H3K4me3 and H3K27ac deposition in PE compared with islets was associated with higher mRNA levels (p = 5.3 × 10^−134^; Mann-Whitney test), whereas a decrease was associated with lower mRNA levels (p = 1.9 × 10^−36^). Finally, to construct the network, we linked open chromatin regions with dynamic histone marks to miRNA-regulated TFs by identifying those regions with a matching TF-binding motif. Validating our miRNA-gene regulatory network, GO analysis showed that the 1,307 genes comprising the network were enriched for cell cycle regulators (Figure S4C and Table S5).

**Figure 4:**
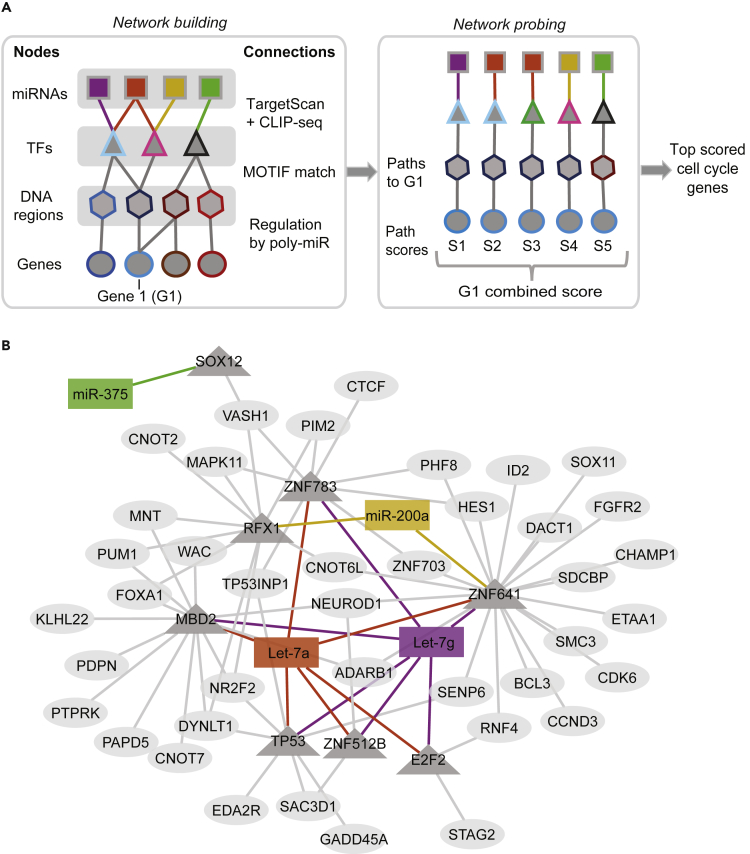
Endocrine Cell-Enriched miRNAs Regulate a Network of Cell Cycle Genes (A) Schematic of approach to identify core network of miRNA-regulated transcription factors and down-stream target genes. Building of network (left) and probing of network (right) is summarized. The nodes of the graph represent miRNAs (squares; Let-7g [purple], Let-7a [red], miR-200a [yellow], and miR-375 [green]), TFs (triangles), TF-binding regions (hexagons), and genes (circles). (B) Predicted network of 40 highest scoring cell cycle genes based on network in (A) with miRNAs depicted as rectangles, TFs as triangles, and genes as ovals. TF, transcription factor; G, gene; S, score. See also Figure S4, Tables S5, and S6.

Having validated our approach of linking putative TF binding events to changes in gene transcription during the PE to islet transition, we next assembled all data into a structured graph (Figures 4A and S4A) consisting of different types of nodes that represent the individual datasets, namely, the four candidate miRNAs (squares, Let-7g, Let-7a, miR-200a, and miR-375), their predicted target TFs (triangles), predicted TF-binding regions (hexagons), and indirect miRNA target genes (circles). Each connection between nodes (i.e., edge) was given a score representing the strength of their association, as inferred from miRNA-target databases (a), from algorithms matching TF motifs to DNA sequences (b), or from differential regulation of the connected gene (c) (see Figure S4A for details). A combined score was then computed for each possible path in the network from a miRNA to a gene. The score for an individual gene (G1) regulated by a miRNA is the sum of the edge scores (S1 = a1 + b1 + c1). To account for effects of more than one miRNA on an individual gene, we then computed a combined score representing the connectivity of the four miRNAs to G1. According to this scoring system, a higher rank is assigned to genes with strong connectivity of individual miRNA-mediated paths and characterized by an effect of more than one miRNA (Figure S4B and Table S6). The resulting network of the 40 highest scoring cell cycle genes demonstrates direct connectivity of the four miRNAs with cell cycle regulators through several TFs, including *SOX12, RFX1, TP53, E2F2, MBD2, ZNF512B, ZNF783,* and *ZNF641* (Figure 4B). Of interest is the identification of *NEUROD1* as an indirect miRNA target of Let-7 miRNAs and miR200a. 

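All 40 network genes of Table S6 were among the genes tested, and with the poly-miR 28 had a higher and 12 a lower mean RPKM than with the control vector. Their log2 fold changes ranged from −0.43 to 0.74, with a median of 0.38 (adjusted p = 0.000926 by camera). This call held under fry but not under an estimated correlation between genes (adjusted p = 0.0995). The study picked these genes as changed in the same libraries, so the test is not independent evidence. By limma, 0 of the 40 passed the threshold over all genes and 3 adjusted over the list alone. The fit with the replicate block called 2 lower and 14 higher over all genes. NEUROD1 (chromosome 2, 182533022 to 182545554) had 14.6 ± 9.5 RPKM in control cells and 21.7 ± 14.7 with the poly-miR (SD, n = 3), a log2 fold change of 0.51 (standard error 0.91, adjusted p = 0.817 by limma, and 0.136 with the block). It was higher than the same-numbered control in 3 of 3 pairs, and without control replicate 2, which was the lowest control (4.229 RPKM), the log2 fold change was −0.15 in the fit without the block and 0.54 in the fit with it. It passed the threshold with the block without poly-miR replicate 1 (log2 fold change 0.75, adjusted p = 0.0336). Under Let-7a, Let-7g and miR-200a, NEUROD1 had log2 fold changes of 0.14, 0.43 and 0.52 (adjusted p = 1, 1 and 0.888 by limma), each smaller than its standard error of 0.91. That error is from the fit without the block and includes the spread between replicate numbers. The miR-200a libraries had 33.78, 7.139 and 22.28 RPKM, each above the same-numbered control (22.85, 4.229 and 16.8 RPKM). Let-7a replicate 3 (16.1 RPKM) and Let-7g replicate 2 (3.909 RPKM) lay below theirs. NEUROG3 (chromosome 10, 71331454 to 71333178) had 93.8 ± 70.6 RPKM in control cells and 88.2 ± 65 with the poly-miR, a log2 fold change of −0.06 (standard error 1.12, adjusted p = 0.994 by limma), and its direction changed without control replicate 1 (0.54), control replicate 3 (0.17) or poly-miR replicate 2 (0.74). With the block, the values were −0.11, 0.03 and −0.07 without these libraries, and 0.02 without poly-miR replicate 1.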

Neurod1 is a TF that has been shown to induce cell cycle exit and to regulate endocrine cell differentiation in model organisms (Ahnfelt-Ronne et al., 2007, Mutoh et al., 1998). Our network analysis identifies a core network of miRNAs, TFs as their putative direct targets, and down-stream genes with likely roles in cell cycle regulation and endocrine cell differentiation.

### miRNAs Regulate Endocrine Cell Differentiation by Promoting Cell Cycle Exit

We next determined whether forced expression of Let-7g, Let-7a, miR-200a, and miR-375 represses cell cycle progression in hESC-derived pancreatic progenitor cells, as predicted by our computational analysis. We transduced PE cells with the poly-miR lentiviral construct and differentiated these cells for another 6 days as 3D aggregates to the early pancreatic endocrine (EN) stage, when insulin^+^ cells are first present (Figure 5A). Sectioned aggregates were then stained for the proliferation marker Ki-67. Consistent with our computational prediction, forced expression of the miRNAs reduced the percentage of Ki-67^+^ cells (Figures 5B and 5C). The miRNAs likely exhibit their anti-proliferative effect in progenitors and not beta cells, as insulin^+^ cells in EN stage cultures were mostly Ki67^−^ in both control vector- and poly-miR-transduced aggregates (Figure S5A).

**Figure 5:**
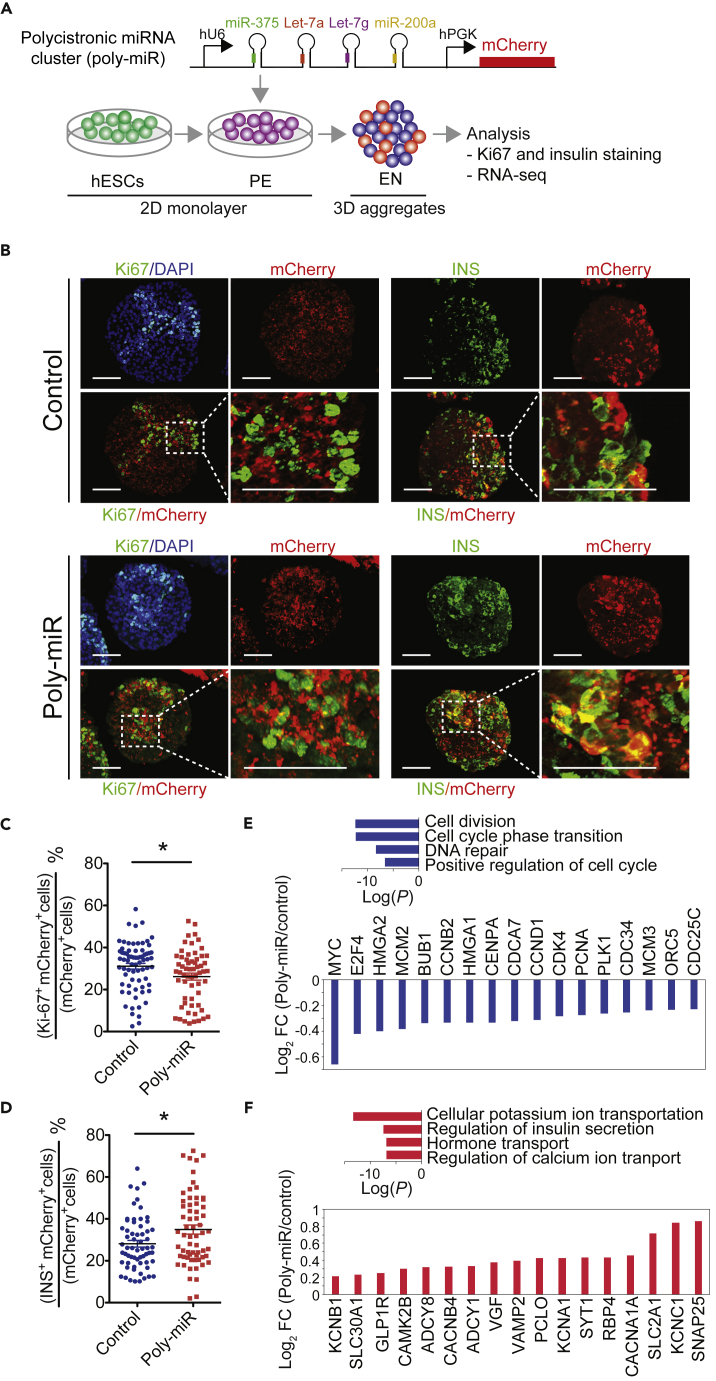
Endocrine Cell-Enriched miRNAs Regulate Cell Cycle Exit and Endocrine Cell Differentiation (A) Workflow to test effects of miRNAs on cell proliferation and endocrine cell differentiation during the transition of hESC-derived pancreatic endoderm (PE) to the early endocrine (EN) cell stage. Early PE stage cells were transduced with a lentivirus expressing a polycistronic construct for the indicated miRNAs (poly-miR) and mCherry, cultured in 2D until the end of the PE stage, aggregated, differentiated in 3D to the EN stage, sectioned, and stained for Ki-67 and insulin (INS). (B) Representative images showing immunofluorescence staining for Ki-67 (left) and INS (right) together with mCherry and DAPI at the EN stage for control vector (top) or poly-miR (bottom) transduced aggregates. Scale bar, 50 μm. (C and D) Percentage of Ki-67^+^ cells (C) and INS^+^ cells (D) in the mCherry^+^ cell population. Data are shown as mean ± S.E.M. (n = 3 biological replicates, each dot represents cell counts in a single aggregate from one of three independent experiments). (E and F) Cells were sorted based on mCherry at the EN stage, RNA-seq analysis performed (n = 4 biological replicates), and differentially expressed genes in control and poly-miR transduced cells identified. Enriched GO categories (top) and log2-fold change (FC) of exemplary genes (bottom) among genes down- (E, p < 0.05, permutation test) and up-regulated (F, p < 0.05, permutation test) by the poly-miR. *p < 0.05, Student's t test. See also Figure S5 and Table S7.

Since cell cycle exit and endocrine cell differentiation are tightly coupled (Kim et al., 2015, Miyatsuka et al., 2011, Piccand et al., 2014), we tested whether the reduction in Ki-67^+^ cells after miRNA over-expression was associated with an increase in the number of insulin^+^ cells. Indeed, we observed a higher percentage of insulin^+^ cells in aggregates expressing the poly-miR construct compared with vector-transduced aggregates (Figures 5B and 5D). The bias of our culture conditions for the differentiation of insulin^+^ cells (Figure S5B) precluded quantification of other endocrine cell types. To further determine how Let-7g, Let-7a, miR-200a, and miR-375 over-expression affects gene expression at the EN stage, we conducted RNA-seq analysis of sorted mCherry^+^ cells. Consistent with the reduction in Ki67^+^ cells in poly-miR-transduced cultures (Figure 5C), genes associated with cell cycle regulation, such as *CCND1*, *CDK4*, and *PCNA*, were enriched among genes down-regulated (p < 0.05, permutation test) by forced miRNA expression (Figure 5E and Tables S7A and S7B). Up-regulated genes (p < 0.05, permutation test) comprised endocrine cell-characteristic genes involved in the regulation of insulin secretion and ion transport (e.g., *GLPR1*, *SYT1*, *CACNA1A*, *SLC2A1*) (Figure 5F and Tables S7A and S7C), further supporting the conclusion that Let-7g, Let-7a, miR-200a, and miR-375 promote endocrine cell differentiation. We note that insulin mRNA levels were slightly decreased rather than increased in poly-miR transduced cells (Table S7A), suggesting that miRNAs or their target genes could affect insulin protein levels at the posttranscriptional level. Taken together, our data support a model whereby endocrine-enriched Let-7g, Let-7a, miR-200a, and miR-375 are part of a gene regulatory network that triggers cell cycle exit to promote endocrine cell differentiation.

## Discussion

Here, we identified 14 miRNAs (Let-7g, Let-7a, Let-7f, Let-7b, miR-200a, miR-200c, miR-204, miR-99b, miR-141, miR-127, miR-7, miR-27b, miR-98, and miR-375), that are induced during human beta cell differentiation. We further studied five miRNAs (Let-7g, Let-7a, miR-200a, miR-375, and miR-127) with a high fold-change during endocrine cell differentiation and experimentally show that these miRNAs induce cell cycle exit in pancreatic progenitor cells. By constructing an integrated miRNA-gene regulatory network of endocrine cell differentiation, we show that these miRNAs likely contribute to endocrine cell differentiation by directly regulating different sets of cell cycle-associated TFs.

To analyze how islet cell-enriched miRNAs cooperate to drive endocrine cell differentiation, we developed a computational method to model the relationship of miRNAs, TFs, and miRNA-regulated genes. Our computational model builds on a previously published approach for constructing miRNA regulatory networks (Gosline et al., 2016) and integrates chromatin state and expression data to build a multi-layer network. Our approach differs in a few key aspects from published methodologies. First, it incorporates predictions from both CLIP-seq data and TargetScan into a combined score that is assigned to network edges. In addition, our scoring system focuses on a set of miRNAs identified experimentally and weighs the number of miRNAs contributing to each path, accounting for potential synergistic effects of miRNAs on downstream gene expression changes. As such, the algorithm presented here can be applied to other cellular contexts with matching miRNA/mRNA/chromatin data and provides a useful framework for the prediction of miRNA effects.

We found that islet cell-enriched miRNAs Let-7g, Let-7a, miR-200a, miR-375, and miR-127 repress different transcripts involved in cell cycle regulation and therefore might synergize in driving cell cycle exit and endocrine cell differentiation. All four miRNAs have been implicated in the regulation of cell proliferation in other contexts. Like the Let-7 family miRNAs studied here, Let-7b inhibits proliferation and induces neural differentiation when over-expressed in neural progenitors (Zhao et al., 2010). Furthermore, Let-7b, miR-200a, and miR-375 have been shown to induce cell cycle arrest in tumor cells (Liu et al., 2012, Uhlmann et al., 2010, Wang et al., 2011). Likewise, acute over-expression of miR-375 in dedifferentiated beta cells reduces their proliferation and promotes their redifferentiation (Nathan et al., 2015). This anti-proliferative effect of miR-375 is opposite to observations in *miR-375*-deficient mice, which exhibit decreased beta cell proliferation (Poy et al., 2009). Since these mice carry a germline mutation of *miR-375,* it is possible that the observed decrease in beta cell proliferation is the consequence of a developmental defect rather than a reflection of miR-375 directly regulating inhibitors of cell cycle progression.

Pancreatic endocrine cell differentiation is tightly linked to cell cycle exit. In both mice and humans, endocrine cell differentiation depends on the TF NGN3 (encoded by *NEUROG3*) (Gradwohl et al., 2000, McGrath et al., 2015), which commits pancreatic progenitors to the endocrine lineage and promotes cell cycle exit by inducing the cell cycle inhibitors Cdkn1a (p21/CIP1) and Pak3 (Miyatsuka et al., 2011, Piccand et al., 2014). We observed no effect of either combined or individual Let-7g, Let-7a, miR-200a, and miR-375 over-expression on *NEUROG3* mRNA levels (Tables S2A–S2D, S2F), suggesting that these miRNAs exert their effect on proliferation independent of NGN3. However, Let-7g, Let-7a, miR-200a, and miR-375 expression with the poly-miR construct significantly induced the NGN3 target gene and endocrine differentiation factor *NEUROD1* (Ahnfelt-Ronne et al., 2007). Based on our computational model, these miRNAs are predicted to modulate *NEUROD1* expression indirectly through down-regulation of *NEUROD1* upstream TFs. Given that NEUROD1 can promote cell cycle exit through direct activation of *Cdkn1a* (Mutoh et al., 1998), miRNA-mediated modulation of *NEUROD1* levels likely contributes to the observed effect of islet-enriched miRNAs on cell proliferation and differentiation.

Gain- and loss-of-function studies in model organisms have shown that the repressive effects of miRNAs on their targets is mostly modest, which has led to the view that miRNAs act to fine-tune gene expression. Consistent with this view, we observed relatively small effects of miRNA over-expression on gene expression, cell proliferation, and endocrine cell differentiation. However, these results do not mean that the miRNAs are not important for endocrine cell differentiation. We over-expressed islet cell-enriched miRNAs in an *in vitro* system where growth factor conditions have been optimized for efficient beta cell differentiation. Therefore, the miRNAs might not be limiting in the context of these optimized conditions. Studies in model organisms underscore the idea that miRNAs confer robustness to developmental processes and become limiting only under conditions of stress. For example, loss of miR-7 has little effect on *Drosophila* sensory organ development under normal conditions, but when environmental stresses are added to the developing organism, miR-7 becomes necessary (Li et al., 2009). Similar examples exist in worms and mice, where miRNA deletions lead to significant developmental perturbations only on sensitized backgrounds or under stress (Brenner et al., 2010, Chivukula et al., 2014). Further illustrating that miRNAs can have significant biological effects in specific contexts, miRNAs have been shown to drastically augment reprogramming efficiencies (Anokye-Danso et al., 2011, Yoo et al., 2011). Therefore, the here-identified islet cell-enriched miRNAs could help develop still missing protocols for robust direct reprogramming of human endocrine cells.

### Limitations of the Study

One limitation of our approach for identifying endocrine cell differentiation-relevant miRNAs is the focus on miRNAs that repress mRNAs. There is evidence that miRNAs can activate gene expression or directly reduce protein levels (El Ouaamari et al., 2008, Jopling et al., 2008, Vasudevan et al., 2007). It is possible that some of the identified miRNAs regulate endocrine cell differentiation through these mechanisms. Another limitation is that we compared miRNA profiles in pancreatic progenitors and mature human endocrine cells. Therefore, we do not know how these miRNAs are regulated during postnatal endocrine cell maturation. Finally, our network modeling approach predicts synergist effects of Let-7g, Let-7a, miR-200a, and miR-375 on cell cycle regulation. This predicted synergy will have to be experimentally validated.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: A Network of microRNAs Acts to Promote Cell Cycle Exit and Differentiation of Human Pancreatic Endocrine Cells
**Source:** iScience. 2019 Nov 1;21:681–94. doi: 10.1016/j.isci.2019.10.063
**Supplement:** Document S1. Transparent Methods and Figures S1–S5

**Supplemental Information**

**A Network of microRNAs Acts to Promote  
Cell Cycle Exit and Differentiation  
of Human Pancreatic Endocrine Cells**

**Wen Jin, Francesca Mulas, Bjoern Gaertner, Yinghui Sui, Jinzhao Wang, Ileana Matta, Chun Zeng, Nicholas Vinckier, Allen Wang, Kim-Vy Nguyen-Ngoc, Joshua Chiou, Klaus H. Kaestner, Kelly A. Frazer, Andrea C. Carrano, Hung-Ping Shih, and Maike Sander**

## Supplemental figures and legends

**Figure S1**

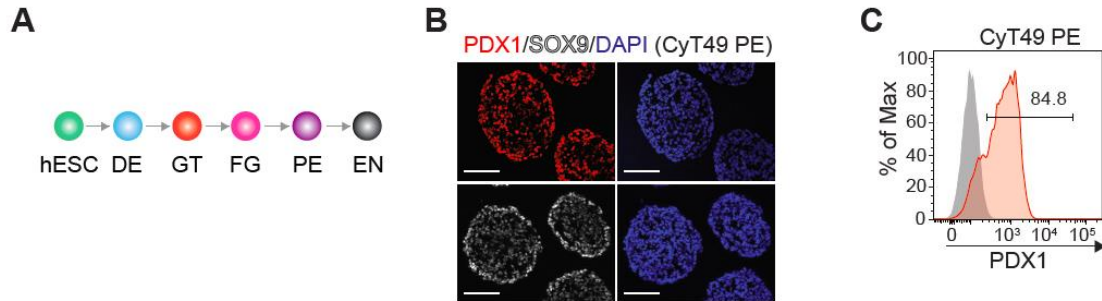

**Figure S1: Pancreatic endoderm differentiated from CyT49 hESCs.** Related to Figure 1.

**(A)** Schematic of the hESC-based differentiation strategy. **(B)** Immunofluorescence staining of PE cell aggregate sections for PE-specific markers PDX1 and SOX9. Scale bar, 50  $\mu$ m. **(C)** Representative flow cytometry analysis at PE stage for PDX1. hESC, human embryonic stem cells; DE, definitive endoderm; GT, gut tube; FG posterior foregut; PE, pancreatic endoderm; EN, endocrine cell stage.

**Figure S2**

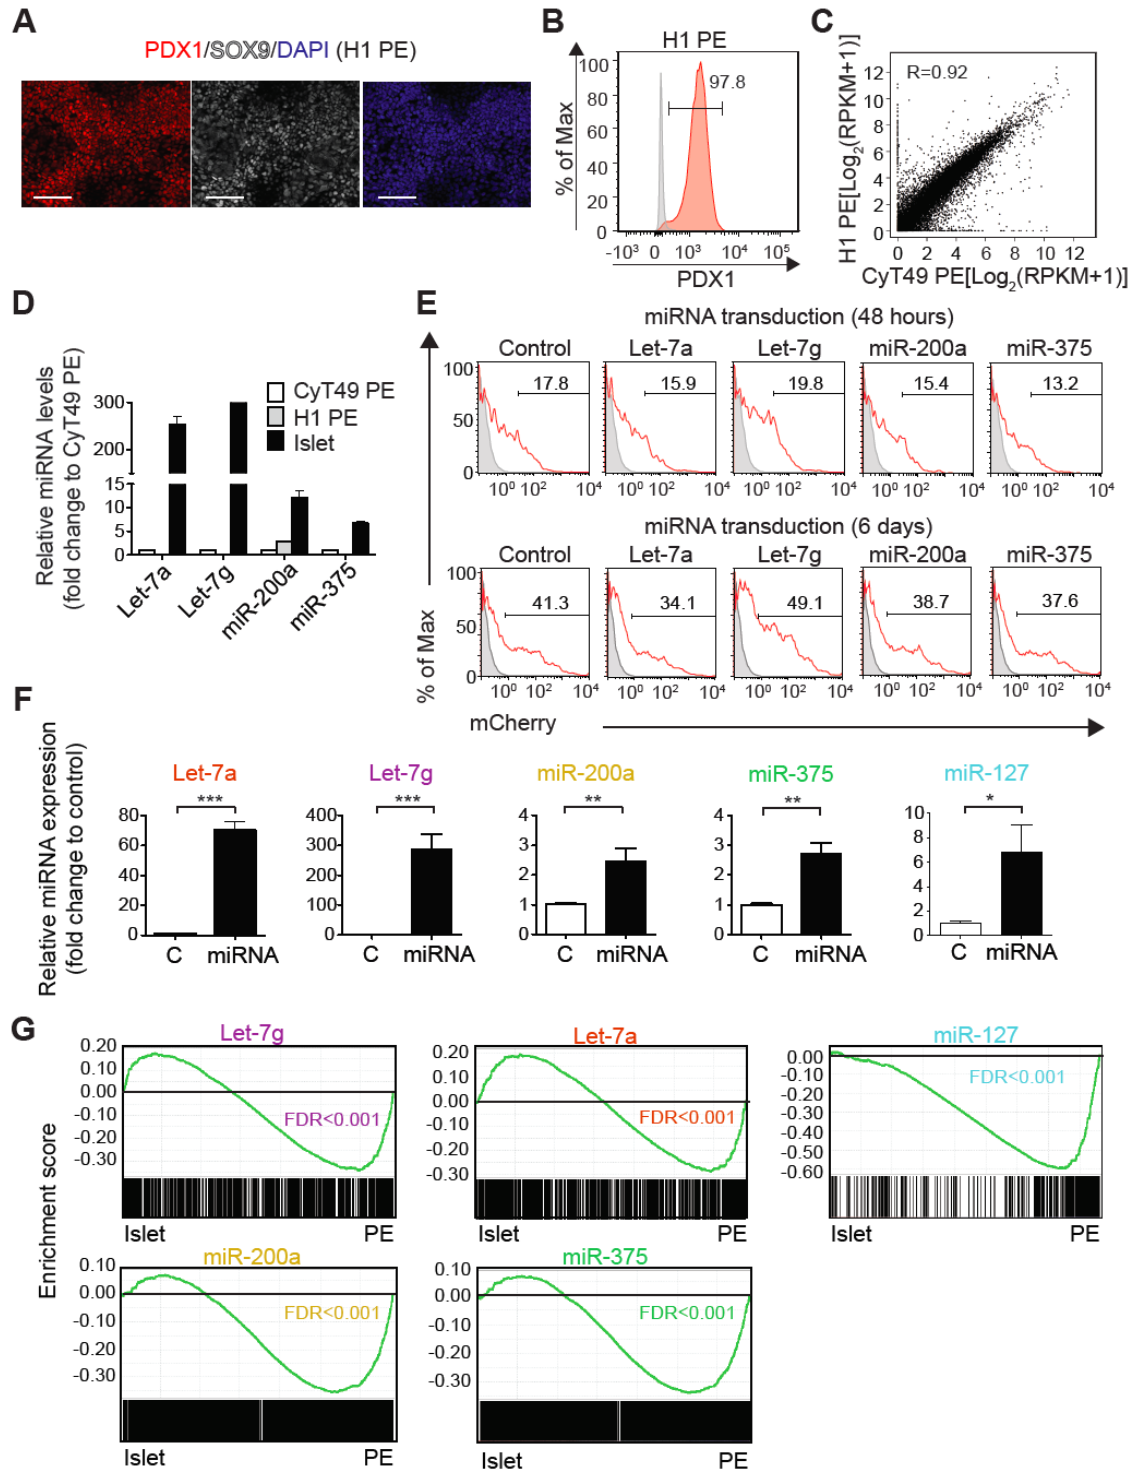

**Figure S2. Forced expression of individual miRNAs in hESC-derived pancreatic progenitor cells.** Related to Figure 2.

**(A)** Immunofluorescence staining of pancreatic endoderm (PE) differentiated from H1 hESCs for PDX1 and SOX9. Scale bar, 50  $\mu$ m. **(B)** Representative flow cytometry analysis at PE stage for PDX1. **(C)** Scatter plot showing correlation in mRNA expression between PE cells derived from H1 hESCs and CyT49 hESCs. **(D)** Expression of indicated miRNAs in H1-derived PE cells and islets relative to CyT49-derived PE cells determined by Taqman qPCR. Data are shown as mean  $\pm$  S.E.M. (n = 3 technical replicates). **(E)** Representative flow cytometry analysis for mCherry 48 h (top row) and 6 days (bottom row) after lentiviral transduction with miRNA-mCherry constructs. Gating for cell sorting is shown. **(F)** Relative expression of indicated miRNAs determined by Taqman qPCR in H1 PE cells 48 h after lentiviral transduction with miRNAs or vector control (C). Data are shown as mean  $\pm$  S.E.M. (n = 3 biological replicates). \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; Student's t-test. **(G)** GSEA plots showing enrichment of genes repressed by Let-7g, Let-7a, miR-200a, miR-375, and miR-127 in islets (n = 3) compared to PE (n = 2). False Discovery Rate (FDR) is shown.

**Figure S3**

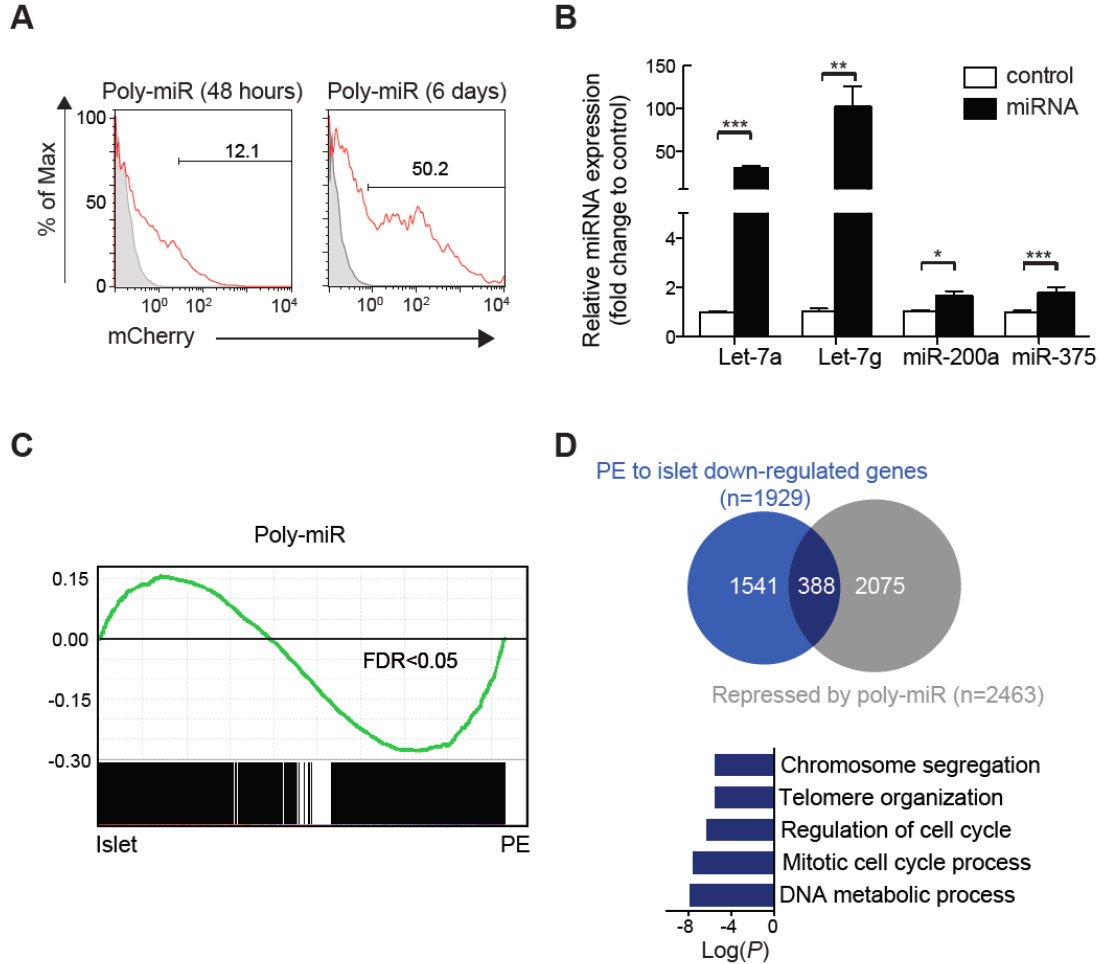

**Figure S3. Forced expression of a polycistronic construct for four miRNAs in hESC-derived pancreatic progenitor cells.** Related to Figure 3.

**(A)** Representative flow cytometry analysis for mCherry 48 h (left) and 6 days (right) after lentiviral transduction with poly-miR-mCherry construct. Gating for cell sorting is shown. **(B)** Relative expression of indicated miRNAs determined by Taqman qPCR in H1 PE cells 48 h after lentiviral transduction with a vector control or a polycistronic construct containing Let-7g, Let-7a, miR-200a, and miR-375 (poly-miR). Data are shown as mean  $\pm$  S.E.M. ( $n = 3$  biological replicates).  $**P < 0.01$ ,  $***P < 0.001$ ; Student's t-test. **(C)** GSEA plot showing enrichment of genes repressed by the poly-miR construct in islets compared to PE. False Discovery Rate (FDR) is shown. **(D)** Venn diagram showing the overlap between genes down-regulated in islets compared to PE (blue) and genes repressed by the poly-miR construct (grey). Top five GO categories enriched among genes repressed by the poly-miR construct and down-regulated in islets compared to PE are shown on the bottom.

**Figure S4**

**A**

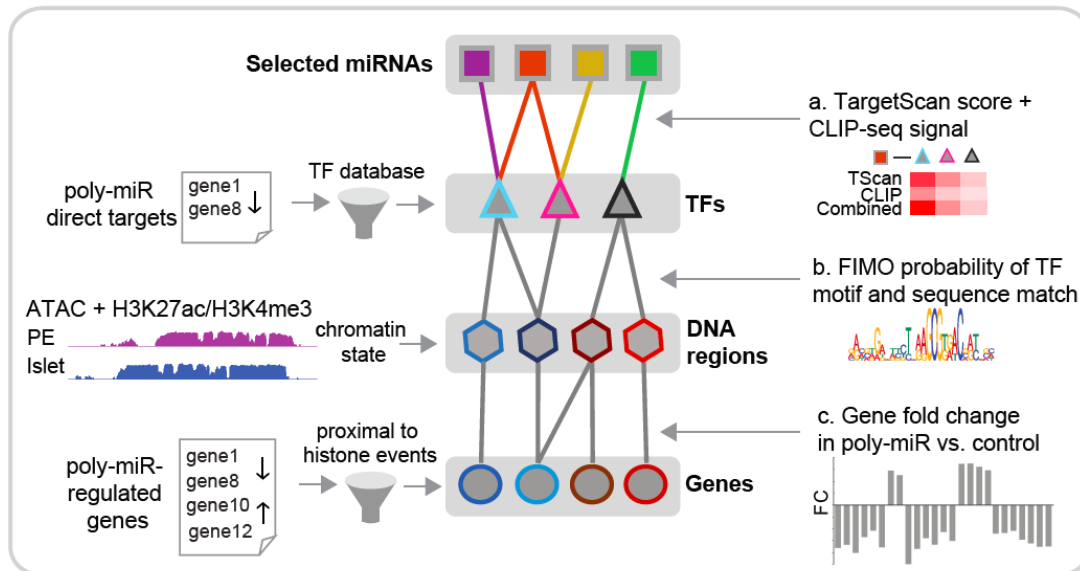

**B**

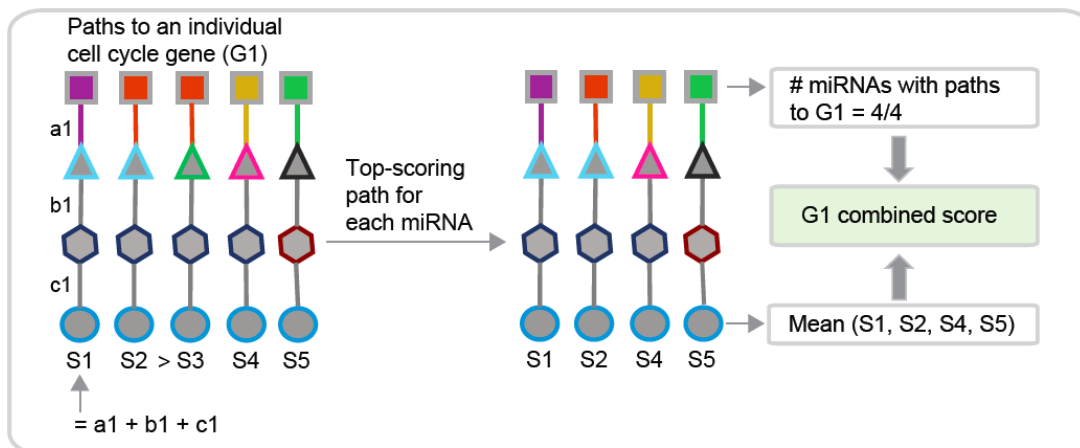

**C**

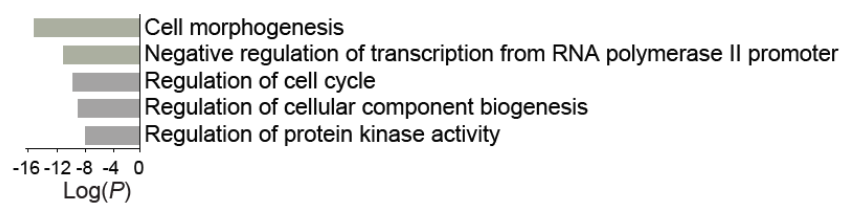

**Figure S4. Approach to identify core network of miRNA-regulated genes in pancreatic progenitor cells.** Related to Figure 4.

**(A,B)** Schematic of approach to identify core network of miRNA-regulated transcription factors and cell cycle genes. Building of network **(A)** and probing of network **(B)** is shown. The nodes of the graph represent miRNAs [squares; Let-7g (purple), Let-7a (red), miR-200a (yellow), and miR-375 (green)], transcription factors (triangles), transcription factor binding regions (hexagons) and genes (circles). In **(A)**, the source for each node is indicated on the left, while evidence (indicated by *a*, *b*, and *c*) used to calculate scores is indicated on the right. In **(B)**, path-based scoring of an individual gene [e.g. gene 1 (G1)] is shown. See Materials and Methods for details. **(C)** Top five GO categories enriched in genes comprising the miRNA-regulated core network in **(A)**. TF, transcription factor; G, gene; S, score.

**Figure S5**

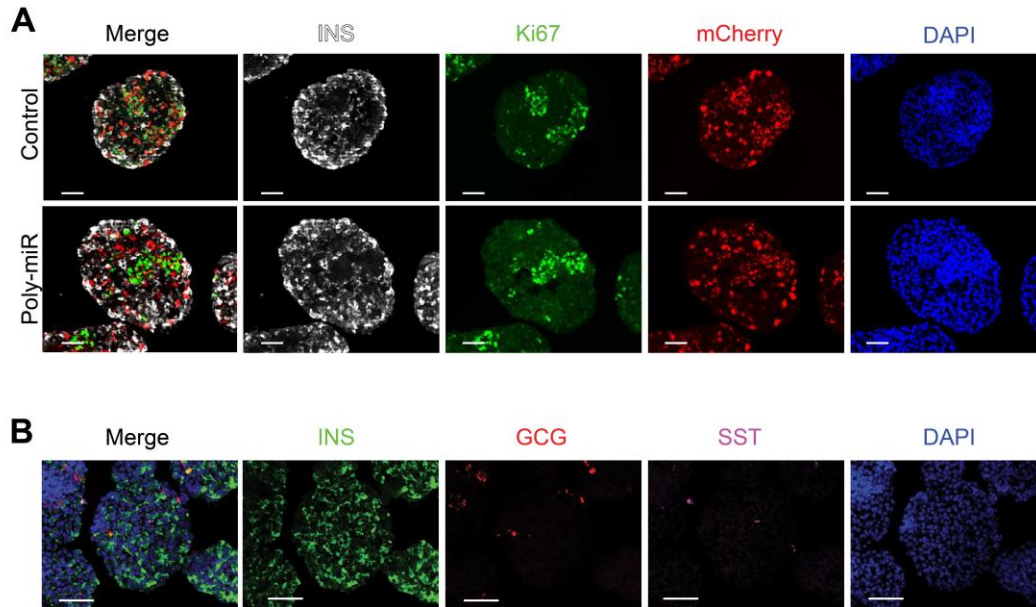

**Figure S5. Endocrine cell differentiation from H1 hESCs.** Related to Figure 5. **(A)** Representative images showing immunofluorescence staining for insulin (INS), Ki-67, mCherry, and DAPI at the endocrine cell (EN) stage for control vector (top) or poly-miR (bottom) transduced aggregates. **(B)** Immunofluorescence staining of sections from EN stage aggregates for insulin (INS), glucagon (GCG), and somatostatin (SST). Scale bar, 50  $\mu$ m.

## Transparent Methods

### Contact for reagent and resource sharing

Further information and requests for reagents may be directed and will be fulfilled by the corresponding author Maike Sander ().

### Experimental model and subject details

#### Human islets

Human cadaveric pancreatic islets for the Taqman miRNA analysis (Donor ID:1-3) and for the RNA-seq and ATAC-seq analysis (Donor ID: 4-7) were obtained through the Integrated Islet Distribution Program (IIDP). The islets had  $\geq 90\%$  purity and  $\geq 90\%$  viability. Upon receipt, islets were handpicked and immediately processed for RNA extraction or isolation of nuclei.

\*Diabetes status was defined by the patient's medical record and, when available, hemoglobin A1c levels.

### **Maintenance and differentiation of H1 hESCs**

hESC research was approved by the University of California, San Diego, Institutional Review Board and Embryonic Stem Cell Research Oversight Committee. All hESC experiments were performed in H1 hESCs with the exception of miRNA expression profiling, for which CyT49 hESCs were used.

H1 hESCs were maintained and differentiated as described with some modifications (Rezania et al., 2014). In brief, hESCs were cultured in mTeSR1 media (Stem Cell Technologies) and propagated by passaging cells every 3 to 4 days using Accutase (eBioscience) for enzymatic cell dissociation. For differentiation of H1 cells, we employed a 2D monolayer culture format up to day 11 of differentiation. Cells were then dissociated using accutase for 10 min, reaggregated by plating the cells in a low attachment 6-well plate on an orbital shaker (100 rpm) in a 37 °C incubator. Cells were subsequently cultured in suspension from Days 11-14.

On Day 0, dissociated hESCs were resuspended in mTeSR1 media (see media compositions below) and seeded onto Matrigel-coated 12-well plates by adding 1 ml of cell suspension ( $\sim 8 \times 10^5$  cells/well) to each well. The following day, undifferentiated cells were washed in stage 1 medium and then differentiated using a multi-step protocol with stage-specific media (see below) and daily media changes.

All stage-specific base media were comprised of MCDB 131 medium (Thermo Fisher Scientific) supplemented with NaHCO<sub>3</sub>, GlutaMAX, D-Glucose, and BSA using the following concentrations:

Stage 1/2 medium: MCDB 131 medium, 1.5 g/L NaHCO<sub>3</sub>, 1X GlutaMAX, 10 mM D-Glucose, 0.5% BSA

Stage 3/4 medium: MCDB 131 medium, 2.5 g/L NaHCO<sub>3</sub>, 1X GlutaMAX, 10 mM D-glucose, 2% BSA

Stage 5 medium: MCDB 131 medium, 1.5 g/L NaHCO<sub>3</sub>, 1X GlutaMAX, 20 mM D-glucose, 2% BSA

Media compositions for each stage were as follows:

Stage 1 (Days 0-2): base medium, 100 ng/ml Activin A, 25 ng/ml Wnt3a (Day 0).

Day 1-2: base medium, 100 ng/ml Activin A

Stage 2 (Days 3-5): base medium, 0.25 mM L-Ascorbic Acid (Vitamin C), 50 ng/mL FGF7

Stage 3 (Days 6-7): base medium, 0.25 mM L-Ascorbic Acid, 50 ng/mL FGF7, 0.25 µM SANT-1, 1 µM Retinoic Acid, 100 nM LDN193189, 1:200 ITS-X, 200 nM TPB

Stage 4 (Days 8-10): base medium, 0.25 mM L-Ascorbic Acid, 2 ng/mL FGF7, 0.25 µM SANT-1, 0.1 µM Retinoic Acid, 200 nM LDN193189, 1:200 ITS-X, 100nM TPB

Stage 5 (Days 11-14): base medium, 0.25  $\mu$ M SANT-1, 0.05  $\mu$ M Retinoic Acid, 100 nM LDN193189, 1:200 ITS-X, 1  $\mu$ M T3, 10  $\mu$ M ALK5 inhibitor II, 10  $\mu$ M ZnSO<sub>4</sub>, and 10  $\mu$ g/mL Heparin, 10  $\mu$ M ROCK inhibitor

End of stage 1 = definitive endoderm

End of stage 2 = gut tube

End of stage 3 = posterior foregut

End of stage 4 = pancreatic endoderm

End of stage 5 = endocrine cells

### **Maintenance and differentiation of CyT49 hESCs**

CyT49 hESCs were maintained and differentiated as described (Xie et al., 2013). Propagation of CyT49 hESCs was carried out by passing cells every 3 to 4 days using Accutase™ (eBioscience) for enzymatic cell dissociation, and with 10% (v/v) human AB serum (Valley Biomedical) included in the hESC medium the day of passage. hESCs were seeded into tissue culture flasks at a density of 50,000 cells/cm<sup>2</sup>.

CyT49 hESC medium was comprised of DMEM/F12 (Corning; 45000-346) supplemented with 10% (v/v) KnockOut™ Serum Replacement (Thermo Fisher Scientific), 1X MEM non-essential amino acids (Thermo Fisher Scientific), 1X GlutaMAX™ (Thermo Fisher Scientific), 1% (v/v) penicillin-streptomycin (Thermo Fisher Scientific), 0.1mM 2-mercaptoethanol (Thermo Fisher Scientific), 10ng/mL Activin A (R&D Systems), and 10ng/mL Heregulin- $\beta$ 1 (PeproTech).

Pancreatic differentiation of CyT49 hESCs was performed as previously described (Schulz et al., 2012). Briefly, we employed a suspension-based format using rotational culture. Undifferentiated hESCs were aggregated by preparing a single-cell suspension in hESC media at  $1 \times 10^6$  cells/mL and overnight culture in six-well ultra-low attachment plates (Costar) with 5.5ml per well on an orbital rotator (Innova2000, New Brunswick Scientific) at 95 rpm. The following day, undifferentiated aggregates were washed in RPMI media (Corning) and then differentiated using a multistep protocol with daily media changes and continued orbital rotation at either 95 rpm or at 105 rpm on Days 4 to 8.

Stage 1/2 medium: RPMI medium (Corning), 0.2 % (vol/vol) FBS, 1X GlutaMAX

Stage 3/4 medium: DMEM High Glucose medium (HyClone), 0.5X B-27 Supplement, 1X GlutaMAX

Media compositions for each stage were as follows:

Stage 1 (Days 0-1): Day 0: RPMI/FBS, 100ng/mL Activin A, 50ng/mL mouse Wnt3a, 1:5000 ITS. Day 1: RPMI/FBS, 100 ng/mL Activin A, 1:5000 ITS

Stage 2 (Days 2-4): Day 2: RPMI/FBS, 2.5 $\mu$ M TGF $\beta$  R1 kinase inhibitor IV, 25ng/mL KGF, 1:1000 ITS. Days 3-4: RPMI/FBS, 25ng/mL KGF, 1:1000 ITS

Stage 3 (Days 5 -7): DMEM/B27, 3nM TTNPB, 0.25mM KAAD-Cyclopamine, 50ng/mL Noggin

Stage 4 (Days 7-10): DMEM/B27, 50ng/mL KGF, 50ng/mL EGF

End of stage 1 = definitive endoderm

End of stage 2 = gut tube

End of stage 3 = posterior foregut

End of stage 4 = pancreatic endoderm

### **Cell line**

HEK293T cells were maintained in DMEM containing 100 units/mL penicillin and 100 mg/mL streptomycin sulfate supplemented with 10% fetal bovine serum (FBS).

### **Method details**

#### **Immunocytochemistry**

Cells were washed twice before fixation with 4% paraformaldehyde in PBS for either 30 min at room temperature, or overnight at 4°C. Cells were then washed three times with PBS and incubated in 30% sucrose at 4°C overnight before mounting in Optimal Cutting Temperature Compound (Tissue-Tek) and sectioning at 10 µm. Immunocytochemistry was performed as described (Xie et al., 2013). The following primary antibodies and dilutions were used: guinea pig anti-PDX1 (gift from Dr. Christopher Wright, Vanderbilt University) 1:1000; rabbit anti-SOX9 (Millipore, AB5535) 1:1000; rabbit anti-Ki-67 (ThermoFisher, RM-9106-S1) 1:200; guinea pig anti-insulin (LINCO, 4011-01) 1:1000. Secondary antibodies were Cy5-, Cy3-, or Alex488-conjugated donkey antibodies against guinea pig or rabbit (Jackson Immuno Research Laboratories). Images were

acquired on a Zeiss Axio-Observer-Z1 microscope with a Zeiss AxioCam digital camera and figures prepared with Adobe Photoshop CS6/Illustrator CS5.

To determine the percentage of Ki-67<sup>+</sup> cells in the mCherry<sup>+</sup> cell population, at least ten sections from different aggregates were analyzed per hPSC differentiation. For each condition, three independent hPSC differentiations were performed. Ki-67<sup>+</sup> and mCherry<sup>+</sup> cells were quantified using HALO software (PerkinElmer Inc).

### **Fluorescence-activated cell sorting and intracellular flow cytometry**

hESC-derived PE cells were dissociated to a single-cell suspension with Accutase (Stemcell Technologies) at 37°C for 10 min. Accutase was neutralized with FACS sorting buffer [1% (wt/vol) FBS, 1 mM EDTA, 25mM Hepes, PBS]. FACS was performed on a FACS Fortessa equipped with FACS DiVa software (BD Biosciences). Cells were sorted into Trizol for RNA analysis. For intracellular flow cytometry, dissociated cells were fixed, permeabilized with BD Cytoperm/Cytofix (BD Bioscience), and stained with anti-PDX1-PE conjugated antibody (BD Biosciences, 562161; 1:20) at room temperature for 30 min, washed, and resuspended in FACS buffer. Flow cytometry analysis was performed on FACSCanto II (BD Biosciences) and analyzed with FlowJo software (FlowJo LLC).

### **TaqMan microRNA assay**

qRT-PCR for miRNAs was performed using the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems, Cat. No. 4366596). Briefly, 10 ng of total RNA was reverse transcribed using RT primers from the TaqMan MicroRNA Assay kit [Applied Biosystems; probe catalogue numbers: Let-7a (000377), Let-7g (002282), miR-127 (000452), miR-200a (000502), miR-375 (000564), miR-7 (000268), miR-99b (000436), and RUN44 (001094)]. qRT-PCR was performed on a Bio-rad CFX96 real-time system using the TaqMan Universal PCR Master Mix (Applied Biosystems, Cat. No. 4324018) and TaqMan probes from the TaqMan MicroRNA Assay kit. miRNA levels were determined on three independent samples and values were normalized to endogenous snoRNA RNU44.

### **miRNA expression vector construction**

To generate miRNA expression vectors, 270 nt of the miRNA gene primary transcript, including the 22 nt mature miRNA and 125 nt of genomic sequence flanking each side of the miRNA (Chen et al., 2004), were amplified. Let-7a and Let-7g were expressed with mutations in their loop sequence to block LIN28 binding and ensure proper miRNA processing (Piskounova et al., 2008). For transduction of PE cells, a modified version of pLKO.3G was used, in which GFP was exchanged for mCherry (pLKO.mcherry). For the polycistronic miRNA expression vector, a gBlock gene fragment encompassing miR-375, Let-7a, Let-7g, and miR-200a was cloned into pLKO.mcherry.

### **Lentivirus production and transduction of PE cells**

High-titer lentiviral supernatants were generated by co-transfection of the miRNA expression vector and the lentiviral packaging construct into HEK293T cells as described (Xie et al., 2013). Briefly, miRNA expression vectors were cotransfected with the pCMV-R8.74 (Addgene, #22036) and pMD2.G (Addgene, #12259) expression plasmids into HEK293T cells using a 1mg/ml PEI solution (Polysciences). Lentiviral supernatants were collected at 48 hr and 72 hr after transfection. Lentiviruses were concentrated by ultracentrifugation for 120 min at 19,500 rpm using a Beckman SW28 ultracentrifuge rotor at 4°C. The titer routinely achieved was  $5 \times 10^8 \sim 10^9$  TU/ml. For PE cell transductions, H1 hESCs were differentiated to the PE stage (Day 8 of differentiation) in monolayer cultures and transduced with lentivirus at a MOI of 2. For RNA analysis, cells were collected 48 hr after transduction.

### **Small RNA sequencing and data analysis**

Small RNA-seq data from sorted human alpha and beta cells have been described (Kameswaran et al., 2014). RNA from PE stage CyT49 hESC cultures was isolated using the miRVana miRNA Isolation kit (Thermo Fisher Scientific). 3 µg of RNA was used for library preparation using the TruSeq Small RNA sample preparation kit (Illumina) and a Pippin Prep (Sage Science) for size selection with a 3% cassette (CSD3010). RNA was prepared for sequencing using the Illumina protocol (Illumina FC-102-1009) and amplified libraries were sequenced on an Illumina Genome Analyzer II (Illumina FC-104-1003). Sequenced libraries were

processed as described (Kameswaran et al., 2014). miRNAs with sample values below 1 RPM were excluded from the analysis. There was one replicate each for hESC-derived PE, alpha, and beta cells. Each miRNA expression value was log<sub>2</sub>-transformed and displayed in a heatmap.

### **RNA sequencing, mapping and data analysis**

RNA quality was assessed using TapeStation (Agilent Technologies). Libraries were prepared according to the instructions of Illumina's TruSeq RNA library prep kit. Libraries were quantified using High Sensitivity DNA screen tape (Agilent Technologies) and Qubit dsDNA High Sensitivity (Life Technologies) assays. Finally, libraries were multiplexed and sequenced on a HiSeq 2500 (Illumina) sequencer using single-end sequencing.

RNA-seq samples were mapped to the UCSC human transcriptome (hg19/GRCh37) by the Spliced Transcripts Alignment to a Reference (STAR) aligner (STAR-STAR\_2.4.0f1), allowing for up to 10 mismatches (Dobin et al., 2013). Only reads aligned uniquely to one genomic location were retained for subsequent analysis. Expression levels of all genes were quantified by Cufflink (<https://github.com/cole-trapnell-lab/cufflinks>) using only reads with exact matches. Genes with average RPKM above 1 were retained for further analyses.

Differentially expressed genes were identified using a permutation test, with the number of permutations set to 1000. Briefly, all the samples were shuffled, fold changes were computed to obtain a null distribution, and a *P*-value was estimated for each gene's fold change as a cumulative probability from the

null distribution. For comparison of PE and islet data and poly-miR versus control data at the EN stage, batch effects were removed using ComBat (Johnson et al., 2007).

### **Gene Set Enrichment Analysis (GSEA) and Gene Ontology (GO) analysis**

We applied GSEA (<http://www.broad.mit.edu/gsea>), which scores a-priori defined gene sets in two different conditions (Subramanian et al., 2005). GSEA (<http://www.broad.mit.edu/gsea>) was run with the number of permutations for *P*-value computation set to 1000. We used genes significantly repressed by miRNAs ( $P < 0.05$ , permutation test) as gene sets to determine coordinated regulation in islets compared to PE samples. Gene sets with a false discovery rate of  $< 0.05$  were considered significantly enriched. Enrichment of gene sets for Gene Ontology (GO) terms was tested using Metascape (Tripathi et al., 2015).

### **ATAC-seq sample preparation**

Roughly 50,000 PE or primary human islet cells were used for each ATAC-seq assay as described (Buenrostro et al., 2013). Briefly, cell nuclei were isolated using cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub> and 0.1% IGEPAL CA-630). The nuclei pellet was resuspended in the transposase reaction mix; 25  $\mu$ L 2x TD buffer, 2.5  $\mu$ L transposase (Illumina) and 22.5  $\mu$ L nuclease-free water at 37°C for 30 min. Then transposed DNA fragments were purified using the Qiagen MinElute kit and amplified 10-12 cycles using the

Nextera (Illumina) PCR primers. Libraries were sequenced on HiSeq4000 platform.

### **ChIP-seq and ATAC-seq data analysis**

ChIP-seq and ATAC-seq reads were mapped to the human genome (hg19/GRCh37) using Bowtie (Langmead et al., 2009) and BWA (Li and Durbin, 2009), respectively, and visualized using the UCSC Genome Browser (Kent et al., 2002). Unmapped reads were discarded. After mapping, SAMtools (Li et al., 2009) was used to remove duplicate sequences and merge samples. Here, "SAMtools view -Sbq 30" was used to filter out reads with mapping quality less than 30, "SAMtools rmdup" was used to remove duplicated reads, and "SAMtools merge" was used to merge files of the same histone marker or input condition. ChIP-seq and ATAC-seq analysis was performed in two biological replicates for PE and 4-5 donors for islet. The Pearson correlation among biological replicates ranged from 64% to 96% for human islets and 91% to 96% for PE.

HOMER (Heinz et al., 2010) as used to call ChIP-seq peaks using "findPeaks function" with "-style histone" to call peaks. Stage- and condition-matched input DNA controls were used as background when calling peaks. MACS2 (Zhang et al., 2008) was used to call peaks from ATAC-seq data, with parameters "shift set to 100 bps, smoothing window of 200 bps" and with "nolambda" and "nomodel" flags on.

To link changes in chromatin to gene expression changes, we first defined differential H3K27ac and H3K4me3 peaks in PE and islet (adjusted  $P < 0.05$ ,

“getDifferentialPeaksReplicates” function in HOMER) and then used BEDtools (Quinlan and Hall, 2010) to identify overlapping ATAC peaks in PE or islet using a  $\pm 1.5$  kb window from the summit of the ATAC peak. Next, we identified the nearest TSS within a 10kb window of the H3K27ac or H3K4me3 peak. We then assessed the concordance of the directionality of changes in gene expression and histone marks by evaluating whether genes near regions showing gain or loss of H3K27ac or H3K4me3 in PE versus islet exhibit significant concordant expression changes (Mann-Whitney test).

### **Network building**

CLIP-seq signal, mRNA expression, ATAC-seq and ChIP-seq binding data were encoded in a graphical model depicted in Figures 4 and Figure S4 by adapting a previously published algorithm (Gosline et al., 2016). Nodes arranged in four different layers, corresponding to miRNAs, transcription factors (TFs), DNA regions, and genes, were identified and connected as follows: For each of the four selected miRNAs, predicted target genes were retrieved through the TargetScan repository ([http://www.targetscan.org/vert\\_71/](http://www.targetscan.org/vert_71/)). For the pairs of miRNA-target gene identified, the corresponding CLIP-seq signal was collected from previously published data (Kameswaran et al., 2014). Among the targets, TFs in the second layer of the network were selected based on down-regulation by poly-miR transfection compared to control with  $P < 0.05$  and with an annotation in the TF Animal Database (Zhang et al., 2015). In the third layer of the network, we selected DNA regions showing significant changes in PE versus

islet for H3K27ac or H3K4me3 (see previous paragraph) with the nearest gene showing down-regulation by poly-miR transfection, hereafter referred to as *Rsel*. The *Rsel* DNA regions were filtered for links to the selected TFs by scoring the match of their binding motifs with the DNA regions in the network. Briefly, motifs of selected TFs were extracted from a collection of databases, including JASPAR ([http://jaspar.genereg.net/cgi-bin/jaspar\\_db.pl](http://jaspar.genereg.net/cgi-bin/jaspar_db.pl)), Hocomoco (<http://hocomoco11.autosome.ru/>), and ENCODE-related data sets (Aylward et al., 2018) and scored for matches with narrow regions spanning 300bp around the peak summits of each *Rsel*. Log-odds scores and corresponding *P*-values were obtained using the MEME Suite tool FIMO (<http://meme-suite.org/tools/fimo>) with default parameters. The last layer was defined by considering genes proximal to DNA regions, as described above, and filtering for those differentially regulated in poly-miR versus control ( $P < 0.05$ ).

A score representing the strength of the association was computed for each pair of connected nodes in the different network layers, as follows: Given the TargetScan context++ score  $S_i$  (Agarwal et al., 2015) and the CLIP-seq signal  $S_j$  of each miRNA-TF association, their values were normalized in a 0-1 range and combined as  $a = (1 - S_i)(1 - S_j)$  (Szkarczyk et al., 2015). Scores of edges connecting TFs to *Rsel* regions were defined as  $b = 1 - q$ ,  $q$  being the q-value returned by FIMO, representing the probability of obtaining the log-odds ratio scores of the matches by chance. Scores from DNA regions to genes were defined as the absolute value of the Log2 Fold Change of each gene  $x$  in poly-miR versus control data:  $c = |Log2FC(x)|$ . A combined score was computed for

each possible path in the network starting from a miRNA to a gene, by adding the contribution of the different layers, as:  $S = a + b + c$ .

### **Network-based gene ranking**

Given an individual gene, G1, all network paths connecting a miRNA to G1 were considered with their corresponding scores and compared for gene ranking as follows: Among the paths connecting the same miRNA to G1, only the one with the highest score was retained, obtaining a score  $S_i$  for each of the  $k$  miRNAs showing an indirect link to G1,  $k \leq N$ , with  $N$  equal to the number of miRNAs in the network ( $N=4$ ). A first score summarizing the strength of the association of these retrieved network paths was computed as  $S_{net}(G1) = \text{mean}(S_i)$ ,  $i$  ranging from one to  $k$ . A second score, accounting for the synergistic effect of several miRNAs on the same gene, was computed as proportion of miRNAs in at least one network path linking to the selected gene G1:  $S_{mir}(G1) = k/N$ . Finally, a combined score for G1 was obtained as a weighted sum of  $S_{net}$  and  $S_{mir}$ , i.e.  $S_{comb}(G1) = w * S_{net}(G1) + w * S_{mir}(G1)$ , with  $w$  set to 0.5. This procedure was applied to score individual genes annotated to cell cycle regulation in the Gene Ontology (GO:0051726) and genes were ranked based on  $S_{comb}$  values.

### **Quantification and statistical analysis**

Statistical parameters including FDR, R, and  $P$ -values are reported in the Figures and the Figure Legends.

## KEY RESOURCES TABLE

## Supplemental References

- Agarwal, V., Bell, G.W., Nam, J.W., and Bartel, D.P. (2015). Predicting effective microRNA target sites in mammalian mRNAs. *Elife* 4.
- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169.
- Aylward, A., Chiou, J., Okino, M., Kadakai, N., and Gaulton, K.J. (2018). Shared genetic contribution to type 1 and type 2 diabetes risk. *bioRxiv*.
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nature methods* 10, 1213-1218.
- Chen, C.Z., Li, L., Lodish, H.F., and Bartel, D.P. (2004). MicroRNAs modulate hematopoietic lineage differentiation. *Science* 303, 83-86.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21.
- Gosline, S.J., Gurtan, A.M., JnBaptiste, C.K., Bosson, A., Milani, P., Dalin, S., Matthews, B.J., Yap, Y.S., Sharp, P.A., and Fraenkel, E. (2016). Elucidating MicroRNA Regulatory Networks Using Transcriptional, Post-transcriptional, and Histone Modification Measurements. *Cell Rep* 14, 310-319.
- Grant, C.E., Bailey, T.L., and Noble, W.S. (2011). FIMO: scanning for occurrences of a given motif. *Bioinformatics* 27, 1017-1018.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell* 38, 576-589.
- Johnson, W.E., Li, C., and Rabinovic, A. (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. *Biostatistics* 8, 118-127.
- Kameswaran, V., Bramswig, N.C., McKenna, L.B., Penn, M., Schug, J., Hand, N.J., Chen, Y., Choi, I., Vourekas, A., Won, K.J., *et al.* (2014). Epigenetic regulation of the DLK1-MEG3 microRNA cluster in human type 2 diabetic islets. *Cell metabolism* 19, 135-145.
- Khan, A., Fornes, O., Stigliani, A., Gheorghe, M., Castro-Mondragon, J.A., van der Lee, R., Bessy, A., Cheneby, J., Kulkarni, S.R., Tan, G., *et al.* (2018). JASPAR 2018: update of the open-access database of transcription factor binding profiles and its web framework. *Nucleic Acids Res* 46, D260-D266.
- Kent, W.J., Sugnet, C.W., Furey, T.S., Roskin, K.M., Pringle, T.H., Zahler, A.M., and Haussler, D. (2002). The human genome browser at UCSC. *Genome Res* 12, 996-1006.
- Kulakovskiy, I.V., Vorontsov, I.E., Yevshin, I.S., Sharipov, R.N., Fedorova, A.D., Rumynskiy, E.I., Medvedeva, Y.A., Magana-Mora, A., Bajic, V.B., Papatsenko, D.A., *et al.* (2018). HOCOMOCO: towards a complete collection of transcription factor binding models for human and mouse via large-scale ChIP-Seq analysis. *Nucleic Acids Res* 46, D252- D259.
- Langmead, B., Trapnell, C., Pop, M., and Salzberg, S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* 10, R25.
- Leek, J.T. (2014). svaseq: removing batch effects and other unwanted noise from sequencing data. *Nucleic Acids Res* 42.

- Li, H., and Durbin, R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25, 1754-1760.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., Durbin, R., and Genome Project Data Processing, S. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25, 2078-2079.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15, 550.
- Mootha, V.K., Lindgren, C.M., Eriksson, K.F., Subramanian, A., Sihag, S., Lehar, J., Puigserver, P., Carlsson, E., Ridderstrale, M., Laurila, E., et al. (2003). PGC-1 $\alpha$ -responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nature genetics* 34, 267-273.
- Piskounova, E., Viswanathan, S.R., Janas, M., LaPierre, R.J., Daley, G.Q., Sliz, P., and Gregory, R.I. (2008). Determinants of microRNA processing inhibition by the developmentally regulated RNA-binding protein Lin28. *J Biol Chem* 283, 21310-21314.
- Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841-842.
- Rezania, A., Bruin, J.E., Arora, P., Rubin, A., Batushansky, I., Asadi, A., O'Dwyer, S., Quiskamp, N., Mojibian, M., Albrecht, T., et al. (2014). Reversal of diabetes with insulin- producing cells derived in vitro from human pluripotent stem cells. *Nat Biotechnol* 32, 1121-1133.
- Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., et al. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 102, 15545-15550.
- Szklarczyk, D., Franceschini, A., Wyder, S., Forslund, K., Heller, D., Huerta-Cepas, J., Simonovic, M., Roth, A., Santos, A., Tsafou, K.P., et al. (2015). STRING v10: protein- protein interaction networks, integrated over the tree of life. *Nucleic Acids Res* 43, D447- 452.
- Trapnell, C., Williams, B.A., Pertea, G., Mortazavi, A., Kwan, G., van Baren, M.J., Salzberg, S.L., Wold, B.J., and Pachter, L. (2010). Transcript assembly and quantification by RNA- Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat Biotechnol* 28, 511-515.
- Tripathi, S., Pohl, M.O., Zhou, Y., Rodriguez-Frandsen, A., Wang, G., Stein, D.A., Moulton, H.M., DeJesus, P., Che, J., Mulder, L.C., et al. (2015). Meta- and Orthogonal Integration of Influenza "OMICS" Data Defines a Role for UBR4 in Virus Budding. *Cell Host Microbe* 18, 723-735.
- Xie, R., Everett, L.J., Lim, H.W., Patel, N.A., Schug, J., Kroon, E., Kelly, O.G., Wang, A., D'Amour, K.A., Robins, A.J., et al. (2013). Dynamic chromatin remodeling mediated by polycomb proteins orchestrates pancreatic differentiation of human embryonic stem cells. *Cell Stem Cell* 12, 224-237.
- Zhang, H.M., Liu, T., Liu, C.J., Song, S., Zhang, X., Liu, W., Jia, H., Xue, Y., and Guo, A.Y. (2015). AnimalTFDB 2.0: a resource for expression, prediction and functional study of animal transcription factors. *Nucleic Acids Res* 43, D76-81.
- Zhang, Y., Liu, T., Meyer, C.A., Eeckhoutte, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., et al. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol* 9, R137.

How the deposited data were processed for this re-analysis (not part of the article)

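Gene expression was measured by RNA-seq in 18 libraries of H1 hESC-derived PE cells, 3 for each of the control vector, Let-7a, Let-7g, miR-200a, miR-375 and the poly-miR. The authors aligned single-end reads with STAR to the UCSC human transcriptome, kept uniquely aligned reads and deposited RPKM values that Cufflinks estimated from reads with exact matches. The values carry no log transformation, and no batch adjustment is stated for these samples. Groups and replicate numbers were taken from the sample labels. No islet, EN cell or CyT49 samples and no miR-127 libraries were among the values, so no comparison with those was made.

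The values were analysed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Comparisons used log2(RPKM + 1) of genes with a mean RPKM above 1 over the 18 libraries. The limma fit with an intensity trend had the 6 groups as its only factor and 12 residual degrees of freedom, or 10 with the replicate number as a block, and adjusted p-values under 0.05 were called. All 18 libraries entered 1 fit so that the groups share an estimate of the spread. The permutation test was modelled on that of the paper and run with all 20 arrangements of 6 libraries in place of random permutations, with the differences of all genes pooled, on genes with a mean RPKM above 1 over those 6 libraries (13087 for Let-7a, 13118 for Let-7g, 13065 for miR-200a, 13073 for miR-375 and 13108 for the poly-miR). Unchanged groups were simulated 100 times.

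Read totals were not available. From the spacing of the values of genes under 0.5 RPKM, the depth of the libraries relative to control replicate 1 was estimated at 0.604 (poly-miR replicate 1) to 1, with between 7.8% and 10.9% of these genes at the ratio used, so the precision of single values is not known beyond the spread between replicates. The correlation between any 2 libraries lay between 0.907 and 0.965, and no pair of libraries had over 90% identical values. Gene length, GC content, positions and 3′UTRs came from GENCODE 44 on GRCh37, in which 19499 symbols were found directly, 1921 through a synonym and 1865 not at all. Of the tested genes, 12843 (97.1%) had a length and GC content. The trend with these was removed per library by a spline with 5 degrees of freedom.

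The replicate numbers were checked as pairs by the correlation of the deviations of same-numbered construct and control libraries from their group means, with a lower limit of 0.1 for each of the 3 pairs. The lowest correlations were 0.187 for Let-7g, 0.12 for miR-375 and 0.286 for the poly-miR, which passed, and 0.081 for Let-7a and 0.084 for miR-200a, which did not. The paper does not say what a replicate number stands for. In the tests on simulated data, the permutation test recovered 69, 99 and 100 of 100 genes lowered by 0.5, 1 and 2 on the log2 scale, and called 176, 282 and 184 other genes. For a change of 2, limma recovered 91% of the changed genes, or 98.5% with the block.

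Lists were tested with camera at a preset correlation of 0.01 between genes. The S and G2/M phase lists formed a family of 10 tests. The DNA replication, hypoxia, interferon, endocrine, Let-7 target and histone lists formed a family of 30. The hypoxia list was chosen because ANKRD37 stood at the top of Table S2, and the histone list after histone genes were seen in that table. A further list of 24 sterol synthesis genes, 23 of them tested, was chosen after genes such as HMGCS1 and SQLE were seen among the induced genes. It was first tested with the others in a family of 35, taken out after a weak result was seen, and then restored as a family of its own with 5 tests. Both adjustments are given below for it, and no call on another list differs between the families of 30 and 35. The lists of Table S4A, Table S2G and Table S6 and the TFs named in the text were chosen by the study on the same libraries.

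The genes named are those that the paper names for these samples, the genes of the endocrine and Let-7 target lists, the miRNA genes as a check of labels, and for each construct the 3 genes (5 for the poly-miR) with the largest change in each direction among those past the threshold with no overlap between construct and control libraries. Values of many of them in Table S2 had been seen beforehand. Some genes that this rule covers are not reported here by name, although they remain in the counts. The supplementary sheets of fold changes were held only for their first 1998 genes. The tests, lists of cell cycle genes and most alternatives were chosen before the data were examined, and quantile normalization, its combination with the block, unadjusted limma counts with the block, the direct contrasts with a library left out in the fit with the block, the sterol list, and the permutation within replicate numbers and the removal of the trend with GC content and length in the seed test were added afterwards, as were the values of simulated unchanged groups for genes chosen as lower and for shared calls.

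The alternatives tried were a pseudocount of 0.1, no filter, a mean RPKM above 5, median-ratio scaling, quantile normalization, removal of the trend with GC content and length, the replicate number as a block, both of these together, fits of the 6 libraries of a comparison alone, fry and an estimated correlation for the lists, an 8-nucleotide seed match, and leaving out each library in turn. Without the block, a left-out library makes the replicate numbers unequal between the groups, so a shift can come from the replicate number. Gene ontology analysis was not repeated, as its gene sets were not available here, nor was GSEA, which in the paper compares islets with PE cells, as no islet samples were among the values, and reads were not realigned.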

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

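The test of GC content and length for this gene was chosen only after the result was seen. SLC30A1 (chromosome 1, 211744910 to 211752503), which encodes a zinc transporter and which the paper does not discuss, was above its level in the control libraries in 3 groups. Its mean was 9.911 RPKM under miR-200a, 10.89 under miR-375 and 11.21 under the poly-miR, against 3.717 ± 0.880 RPKM (SD, n = 3) in the controls, and all 3 libraries of each construct lay above all 3 controls. The log2 fold changes were 1.21, 1.32 and 1.35. In the limma fit without a block it did not pass the threshold (adjusted p = 0.265, 0.15 and 0.0939). With the replicate number as a block in limma, it passed for miR-200a, miR-375 and the poly-miR (adjusted p = 0.0379, 0.0249 and 0.0105). For miR-200a, 1 of the 3 pairs fell below the limit set for pairs. Without the block it passed for the poly-miR when poly-miR replicate 1 was left out (adjusted p = 0.0354 by limma).

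The tables argue against the shared control libraries as the source. SLC30A1 was higher in the 9 libraries of these constructs than in the 6 Let-7a and Let-7g libraries, by 1.08 on the log2 scale (exact permutation p = 0.0001998 over 5005 arrangements). They also argue against a trend with GC content or length as the whole cause, as the highest adjusted p of the 3 comparisons was 0.03755 with that trend removed in the limma fit with the replicate block, although the fold changes became smaller (0.96, 1.07 and 1.02). The gene was picked as 1 of the most changed, so these p-values are optimistic. The depth of the libraries, differences between preparations of the virus and the share of cell types were not tested and stay open, beside an effect of miR-200a and miR-375 that Let-7a and Let-7g do not have.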

How the results depend on the processing

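Quantile normalization with and without the replicate block, unadjusted limma counts with the block, the sterol list and 2 of the settings of the seed test were chosen only after the results were seen. Over all alternatives, 390 of 445 values of named genes kept their direction and side of the threshold, 41 passed it, 7 fell below it and 7 reversed. For the S and G2/M phase lists 167 of 200 were unchanged, 23 reversed, 6 passed and 4 fell below it, and for the other lists 601 of 780 were unchanged, 75 reversed, 26 passed and 78 fell below it. Of 272 alternative counts, 182 stayed within 1.5 times the count reported. For Let-7a and miR-200a, 1 of 3 pairs fell below the limit of 0.1 set for pairs (correlations of 0.379, 0.377 and 0.081, and of 0.477, 0.341 and 0.084), and the block changed no other call of the other constructs than those given with the results and in the other parts. For miR-200a the block gave 130 repressed and 133 induced genes, but 3 and 0, 2 and 0, and 1 and 0 without control replicate 1, 2 or 3, and 1 and 0, 1 and 2, and 1 and 0 without miR-200a replicate 1, 2 or 3. ANKRD37 and SLC30A1 passed with the block for miR-200a (adjusted p = 0.00133 and 0.0379), and for Let-7a the sterol call was lost (adjusted p = 0.055). Where a value reversed or a count moved, the cause was not tested. What depth limits could not be tested, as read totals are not given.

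The S phase genes under Let-7a (median −0.047 in each case) no longer passed under fry (adjusted p = 0.98, or 0.776 with the replicate block) or with an estimated correlation between genes (adjusted p = 0.693, or 0.994 with the block). With the trend with GC content and length removed, there were 2 genes repressed by the poly-miR, 7 genes induced by the poly-miR and 505 genes repressed by the poly-miR in the permutation test. That setting gave a log2 fold change that was −0.0022 for the G2/M phase genes under Let-7a, −0.025 for the interferon genes under Let-7a, 0.0011 for the histone genes under Let-7a, −0.0072 for the S phase genes under Let-7g and −0.0097 for the S phase genes under miR-200a, with and without the replicate block. The log2 fold change (median of a list) was −0.086 for the G2/M phase genes under miR-200a, 0.065 for the sterol genes under miR-200a, 0.017 for the endocrine genes under miR-375, −0.034 for the S phase genes under the poly-miR and −0.056 for the G2/M phase genes under the poly-miR, with and without the replicate block. That setting gave a log2 fold change that was −0.0091 for the hypoxia genes under the poly-miR, 0.015 for the endocrine genes under the poly-miR, 0.076 for the sterol genes under the poly-miR and 0.099 for NEUROG3 under the poly-miR, with and without the replicate block. The seed coefficient for miR-375 was −0.0036 there, with and without the replicate block. With that trend removed and the replicate block, there were 0 genes repressed by Let-7a, 62 genes repressed by miR-200a, 72 genes induced by miR-200a, 137 genes repressed by miR-375 and 143 genes induced by miR-375. In the same setting, there were 438 genes repressed by the poly-miR, 449 genes induced by the poly-miR and 0 genes different between Let-7a and Let-7g. In the fit with the replicate block, there were 130 genes repressed by miR-200a, 133 genes induced by miR-200a, 151 genes repressed by miR-375, 214 genes induced by miR-375 and 673 genes repressed by the poly-miR. In the same setting, there were 1095 genes induced by the poly-miR, 0 genes different between Let-7a and Let-7g and 79 genes repressed by 2 or more miRNAs. After quantile normalization, there were 533 genes repressed by miR-200a in the permutation test, 498 genes repressed by miR-375 in the permutation test, 3 genes repressed by the poly-miR, 4 genes induced by the poly-miR and 571 genes repressed by the poly-miR in the permutation test. The log2 fold change (median of a list) was −0.0072 for the interferon genes under Let-7a, −0.0027 for the endocrine genes under Let-7a, 0.0092 for the hypoxia genes under miR-200a and 0.021 for the sterol genes under miR-200a, with and without the replicate block.

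After quantile normalization and with the replicate block, there were 0 genes repressed by Let-7a, 262 genes repressed by miR-200a, 255 genes induced by miR-200a, 342 genes repressed by miR-375 and 346 genes induced by miR-375. In the same setting, there were 1035 genes repressed by the poly-miR, 1006 genes induced by the poly-miR and 0 genes different between Let-7a and Let-7g. After median-ratio scaling, there were 3 genes repressed by the poly-miR and 2 genes induced by the poly-miR. The log2 fold change (median of a list) was −0.017 for the endocrine genes under Let-7a and −0.017 for the sterol genes under miR-375. With no filter, there were 569 genes repressed by miR-200a in the permutation test, 528 genes repressed by miR-375 in the permutation test, 480 genes repressed by the poly-miR in the permutation test and 0 genes different between Let-7a and Let-7g. The log2 fold change (median of a list) was 0.012 for the endocrine genes under the poly-miR. With a mean RPKM above 5, there were 118 genes repressed by Let-7a in the permutation test. The log2 fold change (median of a list) was −0.021 for the interferon genes under miR-200a, −0.019 for the endocrine genes under miR-200a and −0.080 for the interferon genes under miR-375. In fits of the 6 libraries of a comparison alone, there were 2 genes repressed by Let-7a, 1 gene induced by Let-7a, 2 genes repressed by Let-7g, 1 gene induced by miR-200a and 4 genes repressed by miR-375. In the same setting, there were 2 genes induced by miR-375 and 2 genes different between miR-200a and miR-375. At an unadjusted p of 0.05, limma gave 24 for Let-7a, 36 for Let-7g, 569 for miR-200a, 518 for miR-375 and 781 for the poly-miR repressed genes in place of the counts of the permutation test. With the replicate block at that threshold, it gave 1410 for miR-200a, 1432 for miR-375 and 1929 for the poly-miR repressed genes. Removal of the trend with GC content and length beside the block gave 334 for Let-7a, 326 for Let-7g, 1173 for miR-200a, 1324 for miR-375 and 1816 for the poly-miR repressed genes at that threshold. Quantile normalization beside the block gave 307 for Let-7g, 1797 for miR-200a, 1822 for miR-375 and 2545 for the poly-miR repressed genes at that threshold. By the permutation test, there were 272 genes repressed by 2 or more miRNAs. By the permutation test after quantile normalization, there were 420 genes repressed by 2 or more miRNAs.

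When each library was left out in turn, the counts ranged over 0 (without control replicate 1) to 1 (without Let-7a replicate 2) for genes repressed by Let-7a and 0 (without control replicate 1) to 1 (without Let-7a replicate 2) for genes induced by Let-7a. It was 167 (without control replicate 3) to 439 (without control replicate 2) for genes repressed by Let-7a in the permutation test and 187 (without Let-7g replicate 3) to 366 (without Let-7g replicate 2) for genes repressed by Let-7g in the permutation test. Over the libraries, it was 0 (without control replicate 1) to 1 (without miR-200a replicate 2) for genes induced by miR-200a and 220 (without control replicate 3) to 598 (without miR-200a replicate 1) for genes repressed by miR-200a in the permutation test. The range was 211 (without control replicate 3) to 614 (without miR-375 replicate 1) for genes repressed by miR-375 in the permutation test and 0 (without control replicate 1) to 152 (without poly-miR replicate 1) for genes repressed by the poly-miR. It was 1 (without control replicate 1) to 464 (without poly-miR replicate 1) for genes induced by the poly-miR and 164 (without control replicate 3) to 484 (without poly-miR replicate 1) for genes repressed by the poly-miR in the permutation test. Over the libraries, it was 0 (without Let-7a replicate 1) to 2 (without Let-7a replicate 2) for genes different between Let-7a and Let-7g and 1 (without miR-200a replicate 1) to 2 (without miR-200a replicate 2) for genes different between miR-200a and miR-375.

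Medians of lists and log2 fold changes of genes, with each library left out in turn, ranged over −0.14 (without control replicate 1) to 0.0030 (without control replicate 2) for the S phase genes under Let-7a and −0.085 (without control replicate 1) to 0.14 (without control replicate 3) for the G2/M phase genes under Let-7a. The values were from −0.12 (without Let-7a replicate 1) to 0.075 (without Let-7a replicate 2) for the interferon genes under Let-7a and −0.49 (without control replicate 2) to 0.47 (without Let-7a replicate 2) for the endocrine genes under Let-7a. Left out in turn, the libraries gave −0.082 (without Let-7a replicate 3) to 0.11 (without control replicate 2) for the histone genes under Let-7a and −0.12 (without Let-7a replicate 2) to 0.023 (without Let-7a replicate 1) for the sterol genes under Let-7a. The limits were −0.018 (without control replicate 1) to 0.10 (without control replicate 2) for the S phase genes under Let-7g and −0.079 (without control replicate 1) to 0.16 (without control replicate 3) for the G2/M phase genes under Let-7g. They ranged from −0.22 (without control replicate 1) to 0.054 (without control replicate 2) for the hypoxia genes under Let-7g and −0.32 (without control replicate 2) to 0.95 (without Let-7g replicate 2) for the endocrine genes under Let-7g. The values were from −0.030 (without Let-7g replicate 1) to 0.17 (without Let-7g replicate 2) for the let-7 literature targets under Let-7g and −0.055 (without Let-7g replicate 2) to 0.39 (without Let-7g replicate 1) for the histone genes under Let-7g. Left out in turn, the libraries gave −0.056 (without control replicate 3) to 0.0099 (without control replicate 2) for the sterol genes under Let-7g and 0.051 (without control replicate 1) to 0.26 (without miR-200a replicate 1) for the S phase genes under miR-200a. The limits were −0.064 (without miR-200a replicate 3) to 0.23 (without miR-200a replicate 1) for the G2/M phase genes under miR-200a and −0.024 (without control replicate 1) to 0.036 (without control replicate 3) for the DNA replication genes under miR-200a. They ranged from −0.18 (without control replicate 1) to 0.16 (without control replicate 2) for the hypoxia genes under miR-200a and −0.48 (without miR-200a replicate 1) to 0.57 (without miR-200a replicate 2) for the endocrine genes under miR-200a. The values were from −0.040 (without control replicate 1) to 0.042 (without control replicate 2) for the sterol genes under miR-200a and 0.053 (without miR-375 replicate 2) to 0.24 (without miR-375 replicate 1) for the S phase genes under miR-375. Left out in turn, the libraries gave −0.021 (without control replicate 1) to 0.30 (without miR-375 replicate 1) for the G2/M phase genes under miR-375 and −0.058 (without control replicate 1) to 0.035 (without control replicate 3) for the DNA replication genes under miR-375. The limits were −0.095 (without control replicate 1) to 0.25 (without control replicate 2) for the hypoxia genes under miR-375 and −0.021 (without miR-375 replicate 1) to 0.24 (without miR-375 replicate 3) for the interferon genes under miR-375. They ranged from −0.55 (without miR-375 replicate 1) to 0.62 (without miR-375 replicate 2) for the endocrine genes under miR-375 and −0.048 (without control replicate 1) to 0.052 (without control replicate 2) for the sterol genes under miR-375. The values were from −0.022 (without control replicate 1) to 0.34 (without poly-miR replicate 1) for the G2/M phase genes under the poly-miR and −0.089 (without control replicate 1) to 0.26 (without control replicate 2) for the hypoxia genes under the poly-miR. Left out in turn, the libraries gave −0.60 (without control replicate 2) to 0.72 (without poly-miR replicate 2) for the endocrine genes under the poly-miR and −0.13 (without poly-miR replicate 1) to 0.063 (without poly-miR replicate 3) for the sterol genes under the poly-miR. The limits were −0.95 (without control replicate 2) to 0.15 (without poly-miR replicate 2) for NKX6-1 under the poly-miR and −0.15 (without control replicate 2) to 1.20 (without poly-miR replicate 2) for NEUROD1 under the poly-miR. They ranged from −0.90 (without control replicate 2) to 0.74 (without poly-miR replicate 2) for NEUROG3 under the poly-miR.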

Differences from the paper's values

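Quantile normalization, named below, was chosen only after the values were seen. The paper gives 2463 genes as repressed by the poly-miR, and here the permutation test gave 256. For the individual miRNAs, the paper's bars stand at about 860 genes for Let-7a, about 840 for Let-7g, about 2200 for miR-200a and about 2500 for miR-375 in Fig. 2, read by eye, against 180, 203, 318 and 316 here. None of the alternatives to the permutation test set before the data were examined, taken one at a time and with unadjusted limma without the block among them, brought any of these counts within 1.5 times the paper's. Over those alternatives the counts reached at most 439 for Let-7a, 366 for Let-7g, 598 for miR-200a, 614 for miR-375 and 781 for the poly-miR. With quantile normalization they were 229, 261, 533, 498 and 571. Some combinations chosen after the values were seen came within 1.5 times. For the poly-miR, limma with the replicate block at an unadjusted p of 0.05 gave 1929 lower genes, which drops 267 of 964 tested genes that the held part of the paper's table calls repressed. It gave 1816 with the trend with GC content and length also removed (456 dropped) and 2545 after quantile normalization (104 dropped). Without poly-miR replicate 1 it gave 2257, which is also within 1.5 times. It gave 1502, 1326 and 1547 without control replicate 1, 2 or 3. Without poly-miR replicate 2 or 3 it gave 1575 and 1238. None of the counts without these other libraries is within 1.5 times the paper's. For miR-200a and miR-375 the block at that threshold gave 1410 and 1432, and only with quantile normalization were the counts, 1797 and 1822, within 1.5 times (564 of 1863 and 596 of 1881 dropped). For Let-7a and Let-7g no setting tried gave a count within 1.5 times, apart from the paper's own limits, which follow. For Let-7a and Let-7g, the limits of the study's own table (−0.157 and −0.175) were applied to the quantile-normalized values, after these were seen. They gave 1122 and 1152 genes. The limits found here were −0.33 and −0.365. The first supplementary sheet, whose header names the poly-miR, was taken as that of Let-7a. Its fold changes differed from those of Let-7a here by a median of 0.0046 after quantile normalization. Over the 5 constructs, these median differences were 0.0046 to 0.0071 after quantile normalization and 0.0507 to 0.0964 without it. The held rows thus argue that the study's values were quantile-normalized, a step that its methods do not state for these samples. That step alone did not bring the counts near the paper's.

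For THRA with the poly-miR, Table S2 gives the paper's log2 fold change as −0.369, and here it was −0.235. Of the alternatives set before the data were examined, the values agree within the error with a pseudocount of 0.1 (−0.258), median-ratio scaling (−0.283), without poly-miR replicate 1 (−0.309) and without control replicate 3 (−0.249). With quantile normalization, chosen after the values were seen, it was −0.355 with and without the block, which agrees within the error, and that setting with the block drops 0 of the 5 calls that the block alone makes among the 4 cell cycle genes and 21 TFs. The values lie apart by more than the error with no filter, a mean RPKM above 5, the replicate block or the 6 libraries alone (−0.235 in each), with the trend with GC content and length removed, with or without the block (−0.178), or without control replicate 1 (−0.223), control replicate 2 (−0.232), poly-miR replicate 2 (−0.16) or poly-miR replicate 3 (−0.235).

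The paper states that cell cycle categories are enriched among the genes that each miRNA represses and that are also lower in islets than in PE cells. Those sets could not be formed here, as no islet samples were among the values, and whole lists of cell cycle genes, a wider group, were tested in their place. Of 8 medians of the S and G2/M phase lists under the 4 miRNAs, 1 was below 0 here, for the S phase genes under Let-7a (−0.05), and 5 were with the trend with GC content and length removed (−0.126, −0.0072 and −0.0097 for the S phase genes under Let-7a, Let-7g and miR-200a, and −0.0022 and −0.086 for the G2/M phase genes under Let-7a and miR-200a), and the DNA replication genes had medians of −0.11, −0.04, −0.01 and −0.01. The paper calls CDC45, CCND3, MCM7 and CKS1B, the 21 TFs and the network genes changed by the poly-miR. All 4 cell cycle genes and all 21 TFs were lower here, and none passed the limma threshold without the block. With the replicate block CDC45, DPF2, TEAD3 and ZFYVE26 passed, and DPF2 did without the block and without poly-miR replicate 1 (adjusted p = 0.0452). With the block and without poly-miR replicate 1, MCM7 (adjusted p = 0.0231), THRA (adjusted p = 0.042) and NEUROD1 (adjusted p = 0.0336) passed. With the block after quantile normalization, chosen after the values were seen, 11 of the 21 TFs passed, THRA among them (adjusted p = 0.0333), and 20 of the 40 network genes, against 4 and 16 with the block alone, of which 0 and 2 were dropped.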

Other observations

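Among the tests below, the correlation without any control library, quantile normalization, the sterol list, the grouping of splits by pairs and the counts of shared calls after scaling, with the trend with GC content and length removed and in unchanged groups were chosen only after the results were seen. The fold changes of all genes were correlated between miR-200a and the poly-miR (0.657) and between miR-375 and the poly-miR (0.685), but these values lie within the ranges that unchanged groups with shared controls give (0.017 to 0.861 with a median of 0.468, and 0.026 to 0.815 with a median of 0.541). With the replicate number as a block, limma called 137 genes lower and 210 higher under both miR-375 and the poly-miR, and 0 in opposite directions. Over the same numbers of top genes, unchanged groups with shared controls gave a median of 155 genes in the same direction (95% range 10.9 to 314.3) and 0 in opposite directions (upper limit 25.1), so the 347 shared calls were above that range. Against the 3 Let-7g libraries in place of the controls, which both comparisons again share, 24 genes were called in the same direction under both. The miR-375 calls of that fit depended on single libraries, with at most 3 lower and 2 higher without control replicate 1, 2 or 3 or miR-375 replicate 1 or 2, and 52 and 61 without miR-375 replicate 3. For these shared calls, the tables argue against library scaling as the whole cause, as median-ratio scaling, which raised the poly-miR calls from 673 lower and 1095 higher to 2100 in all, gave 616 shared calls (upper limit of unchanged groups 556.8), 333 of them among the 347. They also argue against a trend with GC content or length as the whole cause, as 247 calls were shared with that trend removed (upper limit 205.3), 142 of them among the 347. For the correlations of all genes, which do not exceed those of unchanged groups, the explanations cannot be told apart, and shared controls and seed-matched targets stay open for the shared calls too. Between differences that share no library (miR-200a minus Let-7a, and miR-375 minus Let-7g), the correlation was 0.097 (95% range of unchanged groups −0.533 to 0.574), 0.033 with the trend with GC content and length removed, and 0.051 over the 9744 genes without a seed match, all of which lie within ranges too wide to decide. Of the genes called under both constructs that have a 3′UTR, 70.4% hold none of the 3 seed matches, against 71.5% of all tested genes.

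For the Let-7, miR-200a and miR-375 seeds, the differences of −0.0044, 0.0093 and 0.0026 between libraries with and without the miRNA cannot be told apart from no repression of seed-matched genes, and the 3′UTR annotation or a loss of small effects in the spread between replicates keeps the question open. Among other 7-nucleotide words of similar frequency, the Let-7 difference stood at percentile 5.2 of 1216 words, miR-200a at 70.6 of 819 and miR-375 at 70.7 of 399. With permutation within replicate numbers the p-values were 0.417, 0.019 and 0.767.

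The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, so no share below 0.1 can be found and the splits alone cannot exclude chance for these results. For MIR375, the gene called by limma under miR-375 and the poly-miR (adjusted p = 3.2e-06 and 2.5e-06), other values exclude it, as it had between 180.1 and 1288 RPKM in all 6 libraries of these constructs and was listed at 0 in the other 12. Splits as large as the real one, itself included, numbered 1, 10, 10, 1 and 1 of 10 for limma calls under Let-7a, Let-7g, miR-200a, miR-375 and the poly-miR, and 10, 9, 7, 7 and 8 for genes repressed by the permutation test, where each other split is given the larger count of its directions. For Let-7g and miR-200a limma made 0 calls, so that every split counts as large and the 10 of 10 says nothing. For the median of the S phase genes they numbered 6, 3, 3, 4 and 3, and for the G2/M phase genes 9, 6, 5, 5 and 5. The 4 splits that put the replicate 1 libraries together gave 613 to 1760 genes for miR-375 and 676 to 2017 for the poly-miR. Each of these is the larger count of its directions, and they exceed the 316 and 256 repressed genes of the real splits. The larger counts of the real splits, 983 and 1205 induced genes, lie within those ranges. The splits with the replicate 1 libraries together also measure the replicate number, so this comparison cannot say whether the real counts arose by chance. Of the 4 splits that part all 3 pairs, some gave as many repressed genes as the real one, itself included. They numbered 4 for Let-7a, 3 for Let-7g, 1 for miR-200a, 1 for miR-375 and 2 for the poly-miR. With 4 splits, this cannot exclude chance either. Replicate numbers accounted for 41.1% of the variance of the median gene (11.8% if unrelated) and the groups for 21.5% (29.4% if unrelated). What the numbers stand for is not known, so no biological explanation was tested.

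The hypoxia, histone, interferon, endocrine, Let-7 target and sterol lists were tested with camera from limma, and no call on them held under fry or an estimated correlation. Of 19 hypoxia genes none was lower under Let-7a, with a median of 0.24 (adjusted p = 2.0e-06), and the medians were −0.05, −0.0025, 0.13 and 0.07 under Let-7g, miR-200a, miR-375 and the poly-miR (adjusted p = 0.163, 0.45, 0.83 and 0.83). The call was lost without Let-7a replicate 2 (adjusted p = 0.478). For Let-7g the hypoxia genes passed as lower without control replicate 1 (adjusted p = 0.00096) or Let-7g replicate 3 (adjusted p = 0.0244), and for miR-200a without control replicate 1 (adjusted p = 0.0229). The 31 histone genes had medians of −0.05, 0.26, −0.30, −0.23 and −0.27 for the 5 constructs in that order, Let-7a first (adjusted p = 0.27, 0.00203, 0.0192, 0.0386 and 0.0192). With a mean RPKM above 5, which left 7 histone genes, the histone call was lost for Let-7g, miR-200a, miR-375 and the poly-miR (adjusted p = 0.723, 0.579, 0.723 and 0.723), as it was for miR-375 and the poly-miR with median-ratio scaling (adjusted p = 0.0841 and 0.0725) and for miR-200a, miR-375 and the poly-miR after quantile normalization (adjusted p = 0.058, 0.107 and 0.058; 0.0444, 0.0866 and 0.0444 with the block). The histone call for Let-7g was also lost without control replicate 3 (adjusted p = 0.285) or Let-7g replicate 2 (median −0.06, adjusted p = 0.211). For miR-200a, miR-375 and the poly-miR it was lost without control replicate 2 (adjusted p = 0.494, 0.584 and 0.408), without replicate 3 of the construct (adjusted p = 0.19, 0.282 and 0.128), and with the trend with GC content and length removed (adjusted p = 0.583, 0.706 and 0.706). For Let-7a the histone genes passed as lower without control replicate 1 (adjusted p = 0.0229) or 3 (adjusted p = 0.0319). The 9 interferon genes had medians of 0.05, 0.12, 0.16, 0.08 and 0.23, the 20 endocrine genes 0.02, 0.25, 0.02, −0.08 and −0.08, and the 12 Let-7 targets 0.08, 0.12, 0.11, 0.10 and 0.17, with no call. The endocrine genes were called higher under Let-7g with the replicate block (adjusted p = 0.0138), without control replicate 1 (adjusted p = 0.00988) or without Let-7g replicate 2 (adjusted p = 0.0165), and lower under Let-7a without control replicate 2 (median −0.49, adjusted p = 0.0124). The 23 sterol genes had medians of −0.06, −0.07, −0.0020, 0.0080 and −0.03, with adjusted p-values of 0.0321, 0.147, 0.0681, 0.0784 and 0.153 in their own family and 0.0291, 0.275, 0.0953, 0.142 and 0.334 in a family of 35. For miR-200a and the poly-miR their mean was above 0 (0.12 and 0.11) and so was camera's direction. The sterol genes passed as higher for miR-200a, miR-375 and the poly-miR with the trend with GC content and length removed (medians 0.07, 0.05 and 0.08, adjusted p = 0.0112, 0.0146 and 0.0339, or 0.0115, 0.0115 and 0.0303 with the block). They also did with the block after quantile normalization (adjusted p = 0.0285, 0.0285 and 0.0315), and for miR-200a and miR-375 with no filter (adjusted p = 0.0411 for both) or a mean RPKM above 5 (adjusted p = 0.0454 for both). The sterol call for Let-7a was lost without Let-7a replicate 3 (adjusted p = 0.0681) or replicate 1 (median 0.02, adjusted p = 0.856). Without control replicate 2 or replicate 3 of the construct, the sterol genes passed as higher for miR-200a (adjusted p = 0.00317 and 0.016), miR-375 (0.00392 and 0.016) and the poly-miR (0.0182 and 0.0034). For Let-7g they passed as lower without control replicate 1 (adjusted p = 0.00881) or Let-7g replicate 2 (adjusted p = 0.000936). All 383 tested genes of Table S2G were lower with the poly-miR, with a median of −0.26, and the 18 TFs named in the text had a median of −0.23 (adjusted p = 4.1e-05), both chosen by the study on these libraries.

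ANKRD37 had 7.43 ± 1.63 RPKM in the controls and 2.29 ± 0.396 with the poly-miR (SD, n = 3), a log2 fold change of −1.34 (adjusted p = 0.0802 by limma, 0.000379 with the block, and 0.0416 without the block and without poly-miR replicate 1). Under miR-375 its log2 fold change was −1.15 (adjusted p = 0.00227 with the block). ESPL1 passed under the poly-miR with the block (log2 fold change −0.38, adjusted p = 0.0174). In that fit the other most changed genes under the poly-miR were SNORA12, PRM1, CXCL1 and FAM183A (lower) and MIR375, SNORA10, SLC30A1, FGG and FGB (higher), and under miR-375 SNORD96A, SNORD5 and ANKRD37 (lower) and MIR375, SNORA71A and SLC30A1 (higher). Let-7a and the poly-miR differed directly in ANKRD37, MIR375 and SNORD88B, and miR-375 and the poly-miR in 0 genes (30 lower and 18 higher at an unadjusted p of 0.05, and 0 with the block). With the block, Let-7a and the poly-miR differed in 164 genes (71 lower and 93 higher in Let-7a), or 340 with the trend with GC content and length also removed, and Let-7g and the poly-miR in 118, or 231. In the fit with the block alone, the count for Let-7a was 1575 without Let-7a replicate 1, 608 without poly-miR replicate 1 and between 6 and 13 without any other of the 6 libraries, and that for Let-7g was 321 without poly-miR replicate 1, 52 without Let-7g replicate 2 and between 7 and 14 without any other. The fold changes of the first 1998 genes of each supplementary sheet differed from those here by a median of 0.0964 for the poly-miR, and by 0.0071 after quantile normalization.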
